# Metabolism fine tuning and cardiokines secretion represent adaptative responses of the heart to High Fat and High Sugar Diets in flies

**DOI:** 10.1371/journal.pgen.1012189

**Published:** 2026-06-11

**Authors:** Lucie Khamvongsa-Charbonnier, Laurent Kremmer, Magali Torres, Sallouha Krifa, Charis Aubert, Alice Corbet, Loic Crespo, Laurence Roder, Laurent Perrin, Nathalie Arquier

## Abstract

Cardiopathies are one of the leading causes of death in obese diabetics. Diabetic cardiomyopathies are notably characterized by contractile dysfunctions. Using the *Drosophila* model for cardiac function in pathophysiological context, we identified a set of candidate genes whose cardiac expression is modulated by High Sugar and High Fat regimes. Genes encoding core components of key homeostatic pathways - such as 1C-metabolism homeostasis, the galactose metabolism pathway and metabolites transporters - were identified and characterized as adaptative factors of cardiac function under nutritional stresses. In addition, putative secreted proteins were found dysregulated, highlighting the heart as a secretory organ in hyperglycemia and hyperlipidemia. In particular, we characterized the Fit satiety hormone as a new fly cardiokine, which autonomously modulates the cardiac function and remotely affects feeding behavior. Overall, our study uncovered autonomous and systemic adjustable responses of the heart to nutritional stresses.

## Author summary

The burden of obesity and the widespread prevalence of poor dietary habits among the population are the primary causes of the rising incidence of diabetes. Among the cardiovascular complications closely associated with diabetes, diabetic cardiomyopathies are characterized by impaired contractile function and structural changes in the heart, without vascular disorders. The etiology of these specific cardiac dysfunctions remains difficult to pinpoint due to the multiple causes underlying their onset.

We leveraged the valuable model organism Drosophila, which is widely used to study cardiac function, to identify the molecular pathways involved in cardiac dysfunction associated with excess sugar or fat in the diet. We validated the role of key molecules involved in well-conserved metabolic pathways. Furthermore, we identified molecules from the cardiac secretory repertoire that highlight the heart’s systemic function. Our study characterized the satiety hormone Fit, which performs both a cardiac and a systemic function, making it a new cardiokine in the fly.

## Introduction

Diabetes mellitus is a chronic metabolic disease characterized by hyperglycemia, affecting 9% of the world’s adult population and responsible for 1.5 million deaths in 2019^1^. The pathophysiological causes and consequences of diabetes are numerous, which makes it a complex disease and a challenge for medicine. Heart diseases, one of the leading causes of death of type 2 diabetics, concern 35% of patients. Diabetic cardiomyopathies are characterized by contractile dysfunctions and structural changes without vascular disorders^2^. The etiology of these specific cardiac dysfunctions remains poorly understood due to the multiple causes of the disease onset. Excessive circulating carbohydrates and lipids lead to insulin resistance in the cardiomyocytes, the trademark of type 2 diabetes (T2D), which concerns 90% of diabetic patients [1]. This induces a lack of glucose import and an abnormal fat accumulation in the cells^2^. Physiological consequences include mitochondria dysfunctions, lipotoxicity, oxidative stress and inflammatory pathways activations, as well as change in stiffness of the cardiac tissue by remodeling of the extracellular matrix (ECM), due to excessive glycation. Cellular dysfunctions can, in extreme cases, lead to cardiomyocyte apoptosis [2]. Resulting cardiac phenotypes are mostly diastolic dysfunctions and increased arrhythmias [2,3].

*Drosophila*, being the simplest model organism with a beating heart, is a valuable organism for the study of cardiogenesis, cardiac physiology and aging [4–7]. In recent years, it has become a model of choice for the study of metabolic disorders and associated cardiomyopathies [8,9]. The adult cardiac tube is composed of eighty four cardiomyocytes which carry molecular, physiological, and mechanical properties similar to mammalian cardiomyocytes [10]. The contractile cells are in close proximity with a layer of forty pericardial cells, functionally and structurally similar to nephrocytes [11], with which they closely communicate to sustain their function [10,12]. The physiological equivalence between flies and mammals extends to metabolic perturbations’ incidence on cardiac function. Indeed, pioneering studies have shown that flies fed High Fat (HFD) or High Sugar Diets (HSD) exhibit metabolic disorders and cardiac dysfunctions that are phenotypically reminiscent of mammalian diabetic-induced obesity and diabetic cardiomyopathies, such as abnormal lipidemia, cardiac dysrhythmias and tissue remodeling [9]. Highly conserved metabolic pathways were associated to cardiac perturbations resulting from excess of sugar [13] or fat [5,14,15] in the food. It was shown that three weeks HSD feeding led to insulin resistance, body fat accumulation and cardiac fibrosis due to excessive collagen deposits [13]. Moreover, high circulating glucose levels induced activation of the hexosamine pathway in cardiac tissue which negatively impacted its contractile efficacy [13]. Like high sugar, high fat exposure for five days is sufficient to induce obesity and associated cardiac dysfunctions [14]. Indeed, in the fat body and in the heart, high lipids activate the TOR kinase pathway and its lipogenic targets (SREBP and FAS) [14]. More importantly, activated-TOR inhibit the expression of the ATGL/*brummer* (*bmm*) lipase as well as that of its target, the mitochondrial transcriptional co-activator PGC-1/*spargel* (*srl*) [15]. As a consequence, in addition to obesity, this cascade of molecular deregulations induced arrhythmias and excess fat content in the heart, leading to cardiac lipotoxicity, one of the most detrimental consequence of diabetic cardiomyopathies [9,15].

In this study, we aimed at deciphering the genetic features underlying the cardiac dysfunctions upon nutritional stresses in order to better characterize the onset of diabetic cardiomyopathies. We hypothesized that transcriptomic dysregulations would reflect heart adaptations to this physiological stress and analyzed the cardiac transcriptome of females fed HSD or HFD. Our analysis revealed dysregulation of core homeostatic components such as the one-carbon pathway, the galactose metabolism and metabolites transporters, that we further characterized as key adaptative factors of the heart in response to nutritional stresses. We also observed that both HSD and HFD were accompanied by the dysregulation of a large number of genes encoding secreted proteins, which pointed out the involvement of cardiac myokines (cardiokines) in the adaptation to nutritional stresses. Notably, we identified the *fit* gene, encoding a satiety hormone [16], as a new fly cardiokine, expressed by cardiomyocytes and pericardial cells, that regulated cardiac function. Importantly, we also demonstrated that cardiac *fit* expression was able to remotely control food intake, further illustrating the adaptability of the heart to nutritional challenge, and its role as a systemic regulator of organismal metabolism and behavior.

## Results

### High-Sugar and High-Fat Diets modified cardiac performance

In order to reveal the early molecular dysregulations induced by high nutrients supply on cardiac function, we investigated how exposure to rich diets affected the cardiac performance. Control females of the strains used thereafter (Figs 1 and S1 Fig), expressing the cardiac Hand-Gal4 driver (hereinafter referred to as Hand>), were challenged by HSD (10 days) or HFD (7 days in ND + 3 days in HFD) compared to ND (10 days, see Materials & Methods). We evaluated cardiac performance using a noninvasive high throughput assay, based on a heart specific fluorescent transgene, R94C02::tdTomato (attP40) (tdTk), that allows monitoring cardiac activity on intact, anaesthetized flies [17]. Movies of 5s at 330fps were analyzed [18] to get precise quantification of heart structure and rhythm phenotypes (Fig 1A). Diameters of the cardiac tube at maximum contraction in systole (ESD, End Systolic Diameter) and when fully relaxed in diastole (EDD, End Diastolic Diameter), contractile efficiency (Fractional Shortening, FS; equivalent to the ejection fraction), as well as duration of each heart beat (Heart Period, HP) comprising both contraction (Systolic Interval, SI) and relaxation steps (Diastolic Interval, DI), were evaluated as previously described [7]. Correlated phenotypes, such as arrhythmic events (Arrhythmia Index, AI), the volume of circulating hemolymph in the heart per beat (Stroke Volume, SV) and the hemolymph flow rate (Cardiac Output, CO) were also measured.

**Fig 1:**
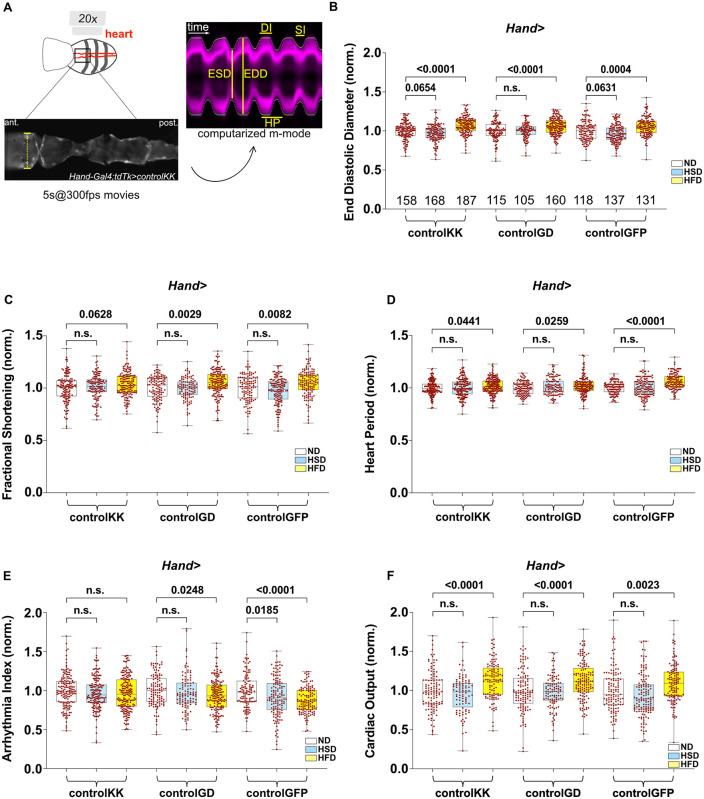
Cardiac performances measured in control flies in response to diets. **(A)** Live imaging was performed on anesthetized Females (see Materials and Methods) expressing the tdTomato (tdTk) reporter in cardiomyocytes. Analysis generated M-Modes (DI = Diastolic Interval; SI = Systolic Interval; HP = Heart Period; EDD = End Diastolic Diameter; ESD = End Systolic Diameter). **(B-J)** Measurements of cardiac parameters in the 3 types of Hand*>control* flies used in this study following 10days in ND and HSD or 3 days in HFD. Box plots showing normalized values for EDD **(B)**, FS **(C)**, HP (D) and AI **(E)**. Box plots showing normalized values for flux hemolymph estimation in the heart, CO **(F)**. Crosses were performed with Hand > . Phenotypic values of HSD and HFD conditions where normalized to corresponding ND. ND, white plots; HSD, blue plots; HFD, yellow plots. Numbers of individual flies co-evaluated in each diet are indicated. Statistical significance was tested using Kruskal-Wallis with Dunn’s multiple comparisons test. p-values are indicated.

HFD and HSD severely impaired cardiac function in the 3 control genotypes analyzed: heart structure, contractility, rhythmic properties, as well as hemolymph flow were affected (Figs 1 and S1 Fig). High Fat induced cardiac hypertrophy, as suggested by enlarged diastolic and systolic diameters (EDD, ESD, Figs 1B and S1A) and this was associated to increased Fractional Shortening (FS, Fig 1C). HFD also impacted rhythmicity with increased HP (Fig 1D). Consequently, Stroke Volume (SV, Fig S1D) and Cardiac Output (CO, Fig 1F) were increased. Depending on control strains, reduced AI was observed (Fig 1E). These results indicated that 3 days of HFD is sufficient to trigger deterioration of heart morphology and rate. On the other hand, HSD was associated to milder effects on cardiac physiology. Indeed, it tended to affect several cardiac phenotypes, including EDD and ESD (Figs 1B and S1A), FS (Fig 1C), AI (Fig 1E) as well as hemolymph flux measurements (Figs 1F and S1D), but most of them were not significant and some not consistent between lines. This suggested that cardiac function is less sensitive to glucose-induced stress and may be influenced by genetic background. The discrepancy in observed phenotypes - on both diets - with previous studies [13–15] could be due to the duration of the nutritional challenge but also to the non-invasive method used here to assess the phenotypes, which does not involve disconnecting the cardiac tube from the central nervous system. Given our objective of studying the initial molecular changes induced, however, we hypothesized that these shorter nutritional stresses would be sufficient and adapted to identify molecular dysregulations.

### Analysis of the fly cardiac transcriptome upon nutritional stress

The same nutritional challenges were used to decipher the molecular perturbations associated to the degradation of the adult cardiac performances described above. Cardiac transcriptome of 10 days female flies was analyzed. 

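RNA was sequenced from dissected hearts of females fed normal diet (ND), high sugar diet (HSD) or high fat diet (HFD), with 3 libraries per diet named A, B and C. By the paper's account, HSD contained 30% sucrose and was given for 10 days. HFD contained 30% coconut oil and was given for 3 days after 7 days on ND. The sample labels give a different schedule for HFD, and 15 hearts per library where the paper gives 30. The authors trimmed the reads with Sickle, aligned them and counted them per gene with the subread tools, and deposited the expression of each gene in each library as RPKM, the reads per kilobase of gene scaled to the library's total of reads counted on genes, with no rescaling between libraries. The table holds 16700 rows, of which 13915 were above 0 in at least 1 library. Because an RPKM value is a whole number of reads divided by the gene's length and by the library's total, the reads behind each value could be rebuilt. Both mates of a pair were taken to count as reads. With gene lengths from the BDGP6 annotation, whole reads in all 9 libraries were found for 94.8% of the rows above 0. This share counts the rows with shifted labels, described below, at the length of the gene they were realigned to. Total reads counted on genes ranged from 59941761 in HFD library A to 90069216 in HSD library A, with medians of 77340325 on ND, 77322637 on HSD and 64287812 on HFD. Across genes, which are not independent replicates, Pearson's r of log2 values between libraries of the same diet ranged from 0.980 to 0.994, and these pairs shared no identical value above 0.

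In 9 stretches of the table the gene labels and the values are out of register by 1 to 5 rows. These stretches hold 2316 rows above 0, or 16.6% of them. Only 4.2% of these rows gave whole reads at the length of the gene listed, against 95.0% at the length of the gene listed a fixed number of rows away. Outside the stretches, 94.8% of 11599 rows gave whole reads at the length of the gene listed and 1.7% at the length of the gene 1 row below. The numbers of differentially expressed genes do not depend on the labels. For named genes inside the stretches, the values are given both as listed and with the labels realigned.

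**Figure D1:**
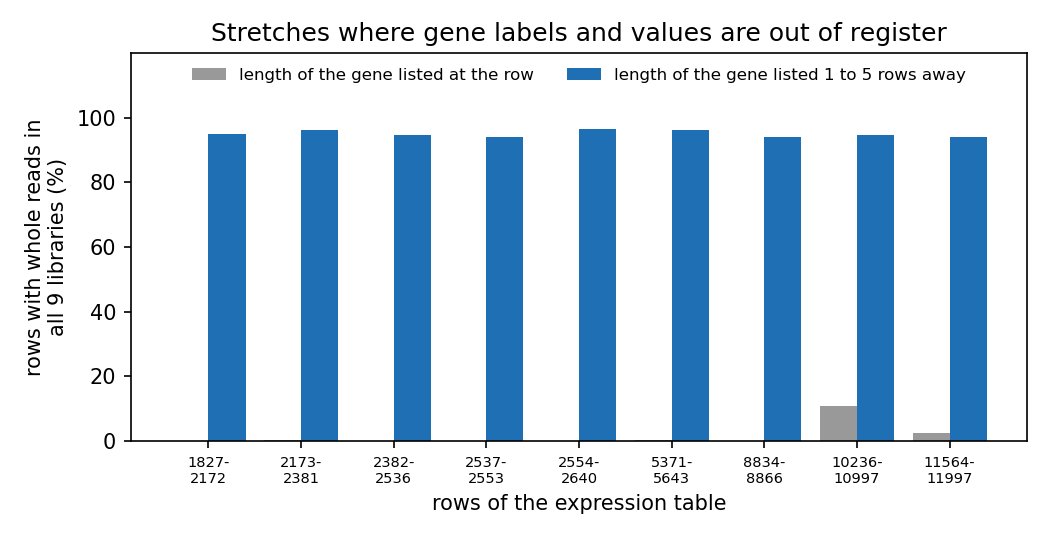
Percentage of rows with whole numbers of reads in all 9 libraries for each of the 9 stretches of the table, named by their first and last rows. Grey bars use the length of the gene listed at the row and blue bars the length of the gene listed 1 to 5 rows away. The blue bars lie between 93.9% and 96.6%, and the grey bars reach at most 11.0%.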

Three replicates of 30 hearts were dissected for each diet and sequenced on Illumina NextSeq 500 (Fig 2A). Reads were aligned on dm3 genome annotation and reannotated with dm6 release. After trimming and normalization, 9981 genes were found expressed in cardiac tissue and were subjected to differential expression analysis using both DEseq2_RLE [19] and edgeR_TMM [20] (HSD: S2A, S2B and S2C Fig; HFD: S2D, S2E and S2F Fig). 

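For the differential expression given here, the RPKM of the 9 libraries were rescaled by the median of their ratios, with factors from 0.938 to 1.084, and log2 values were taken after adding 0.5. The 8365 genes with a mean of at least 0.5 RPKM over the 9 libraries were tested. A linear model with a term for each diet was fitted to all 9 libraries with limma, which moderates the variance of each gene with a prior that follows its mean expression. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. In reads simulated with this design, the procedure called 32.8% of 67 genes changed 1.5-fold, 98.5% of 67 genes changed 2-fold and 100.0% of 66 genes changed 4-fold, and 3.8% of the 160 genes it called had not been changed. Every simulated gene had the same dispersion between libraries, 0.02. In the real libraries the spread differed between genes, with standard errors such as 0.12 for CG3348 on HSD and 1.09 for Cp15 on HFD. The simulated shares therefore do not give the shares found or falsely called in the real libraries. With 3 libraries per diet, a two-sided exact permutation test cannot give a p below 0.1.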

Genes found differentially expressed (fold change > 1,5, adjusted p-val < 0,05) with both methods were retained. Compared to ND, respectively 452 (354 down-regulated/80 up-regulated) and 254 (174 down-regulated/80 up-regulated) differentially expressed genes (DEG) were identified in HSD and HFD (Fig 2B, 2C, 2D and S1 Table). 

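In HSD versus ND, 276 genes were differentially expressed, 214 lower and 62 higher on HSD. In HFD versus ND, the numbers were 160 genes, 121 lower and 39 higher on HFD, but 96 lower and 87 higher with RPKM left as deposited. Without the fold change threshold, 559 and 247 genes passed at the same adjusted p, and with the unadjusted p and the fold change threshold 392 and 300 passed. Leaving out 1 library at a time gave from 107 to 297 genes for HSD and from 45 to 167 for HFD. Every HSD library lay on the same side of every ND library for 2442 genes (29.2% of those tested), and every HFD library for 1950 (23.3%), where 10% is the share given by chance with 3 libraries against 3. All 276 and 160 differentially expressed genes were among them. Of the 452 genes in the paper's S1 Table for HSD, 83.4% changed in the same direction here and 52.9% were called. The paper's 254 genes for HFD gave 86.6% in the same direction and 49.6% called. With the gene labels realigned, an alternative chosen after the data were seen, 59.3% and 56.7% were called. The shares changed in the same direction were then 89.6% on HSD and 94.1% on HFD. Paper genes not tested here stay in these totals and count as neither, so the remainder did not all change in the other direction.

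The genes with the largest decrease among those called were Lsp2, CG43085 and Gnmt on HSD and Cp15, Lsp2 and Gnmt on HFD. Lsp2, a larval serum protein gene, had a log2FC of -3.96 on HSD (standard error 0.89, adjusted p = 0.035 from limma with Benjamini-Hochberg adjustment) and of -5.68 on HFD, and was called in 3 and 5 of the 9 fits that each left out 1 library. Its rebuilt reads varied within a diet, from 2137 to 21415 on HSD. An antisense RNA gene covers 84.6% of the exon bases of Lsp2. CG43085 had a log2FC of -3.42 on HSD (standard error 0.15, adjusted p = 2.3e-05 from limma with Benjamini-Hochberg adjustment), with between 357 and 459 reads in each HSD library and between 3332 and 5331 in each ND library. The eggshell gene Cp15 had a log2FC of -6.10 on HFD (standard error 1.09, adjusted p = 0.025 from limma with Benjamini-Hochberg adjustment) on 1 to 47 reads per HFD library, and 4 of those 9 fits called it. The largest increases were those of CG3348, phu and MtnA on HSD and of hll, lncRNA:CR44177 and snsl on HFD.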

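Both comparisons with ND called 63 genes. Of these, 49 were lower on both diets and 6 were higher on both, so 55 changed in the same direction. The other 8 changed in opposite directions. Gart, Pfas, Nmdmc, tld, Cyp28d2 and hll were lower on HSD and higher on HFD, and CG15201 and CG11200 were higher on HSD and lower on HFD. These names were chosen after their values were seen. The decrease was larger on HFD than on HSD for 28 of the 49 genes lower on both diets. The threshold on the unadjusted p gave 130 shared genes, 106 in the same direction and 24 in opposite directions, and the fit without ND library C gave 13, of which 11 changed in the same direction.

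**Figure D2:**
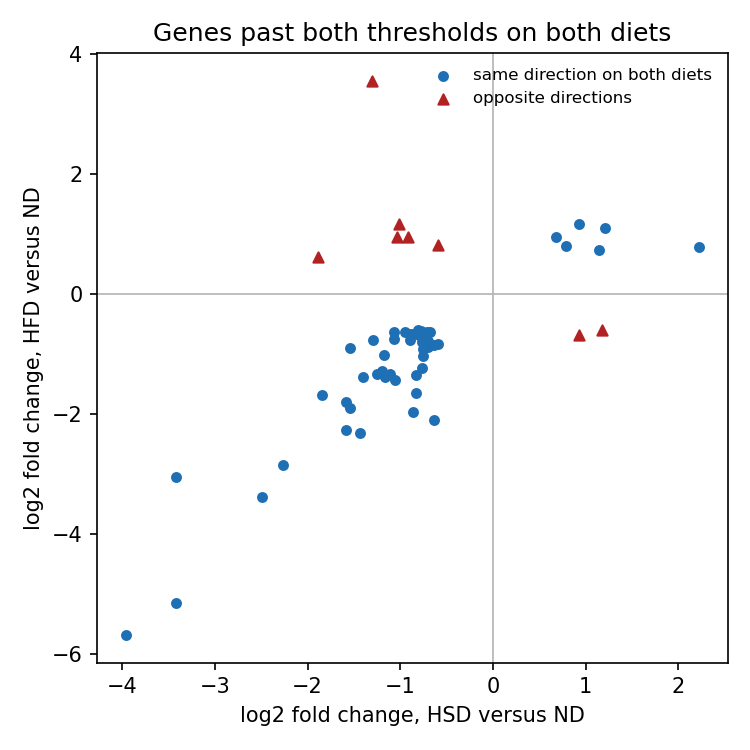
Log2 fold change on HFD against log2 fold change on HSD, both versus the same ND libraries, for the 63 genes called in both comparisons, each point a gene. Blue circles are the 55 genes changed in the same direction and red triangles the 8 changed in opposite directions. The blue points are mostly in the lower left of the plot, with 6 in the upper right.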

Detailed analysis of the 110 common DEG between HSD/HFD *versus* ND, showed that 75 had the same pattern (Fig 2E) and 35 the opposite when compared to ND (Fig 2F). Enrichment analyses using PANGEA [21,22], focused on KEGG annotations, were performed separately on DEG identified in HSD and in HFD *versus* ND. This pointed to carbohydrates and amino-acid metabolism pathways as over-represented among HSD-DEG (Fig 2G and 2H), whereas lipid, amino-acid and hormone synthesis pathways were identified as over-represented among HFD-DEG (Fig 2I and 2J). 

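The pathway annotation was not used here and the enrichment was not repeated. The genes at the nodes of Fig 2G and Fig 2I were read from the figure and their values are those of the libraries. Of the 48 genes in Fig 2G, 45 were expressed above the limit for testing. On HSD, 42 of them were lower than on ND and 34 were called, all lower, with a median log2FC of -0.91. With adjustment over these 45 genes alone, 41 had an adjusted p under 0.05, although the list comes from the paper's own calls on the same libraries. On HFD, 9 of the 45 genes were called, with a median log2FC of 0.07. The 13 genes of the amino acid biosynthesis node were all lower on HSD and 12 were called. Of the 7 genes of starch and sucrose metabolism, Mal-B1, Mal-B2, GlyS, Hex-C and Amy-d were called, and the paralog Amy-p was called once its shifted label was realigned. All 29 genes of Fig 2I were tested, and on HFD 19 of them were lower and 16 called, of which 11 were lower and 5 higher. These 16 include CG10962, CG10352 and CG31075 of insect hormone biosynthesis and CG15531 and CG17597 of fatty acid metabolism. With the labels realigned, the genes called numbered 36 in Fig 2G on HSD and 19 in Fig 2I on HFD. All 45 tested genes of Fig 2G were then lower on HSD, with a median log2FC of -0.95. Without scaling between libraries, the median gene moved by 0.119 on HFD, and 41 of the Fig 2G genes were then lower on HSD. With the labels realigned as well, 45 were lower.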

442 genes were differentially expressed in HSD compared to HFD and exhibited the same patterns of functional enrichment than HSD/HFD *versus* ND (not shown), but they were not analyzed in depth in this context (HSD *versus* HFD, Fig 2D; sugar_*vs_*fat S1 Table). 

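Between HSD and HFD, 364 genes were differentially expressed, 146 of them higher on HSD, the most of the 3 comparisons. Libraries of these diets were fully separate for 2498 genes (29.9%, against 10% by chance), and for 363 of the 364. Of the genes in the paper's table for this comparison, 442 have a fold change, and 82.6% of these changed in the same direction here while 62.7% were called. With the labels realigned, the shares were 88.9% and 72.6%, and genes not tested here again count as neither. The largest differences were those of hll, with a log2FC of -4.86 (standard error 0.21, adjusted p = 9.9e-06 from limma with Benjamini-Hochberg adjustment), and phu. Next came Dgat2, which was 3.18 higher on HSD on the log2 scale, then the row listed as mRpL12, and then CG1979, with a log2FC of -3.09. The row listed as mRpL12 had a log2FC of 3.11, but it lies in a stretch with shifted labels and holds whole reads at the length of Lsp1b, the gene listed 1 row away.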

Overall, our data highlighted the modulation of fundamental metabolic processes in the heart upon HSD and HFD (Fig 2H and 2J), suggesting a fine tuning of cardiac metabolism in nutritional stresses. We therefore tested whether identified deregulated genes allow adaptative responses of the cardiac function upon these nutritional stresses.

**Fig 2:**
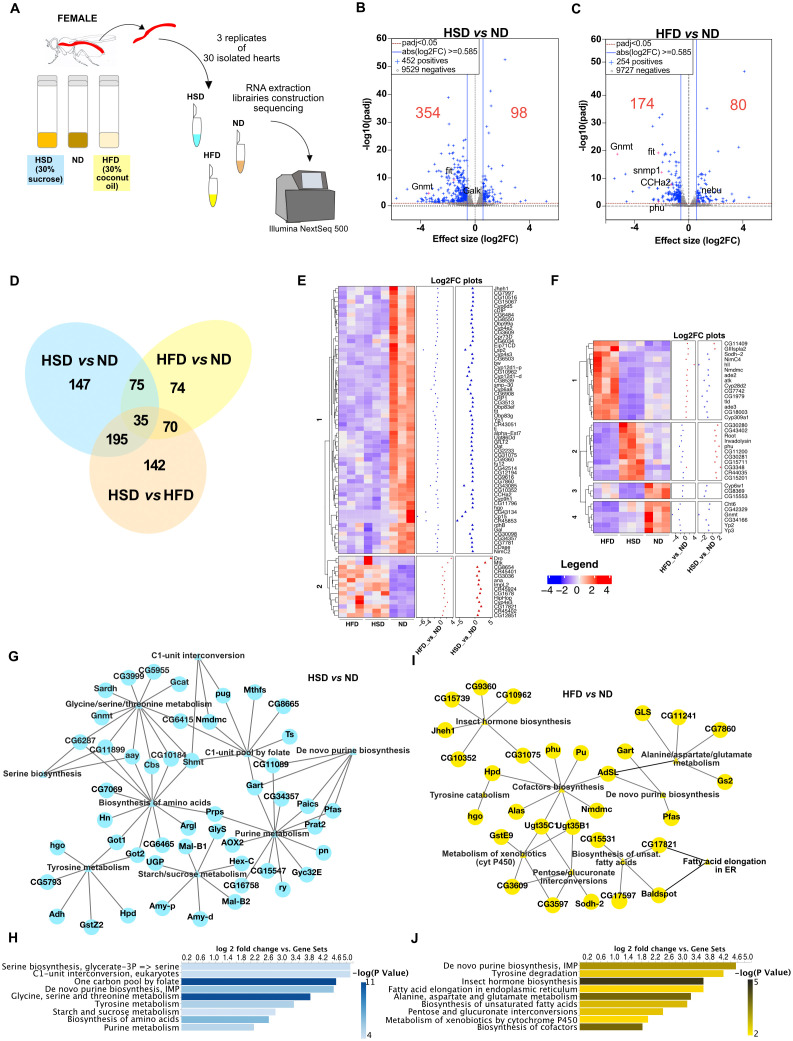
Feeding High fat or high sugar impacts cardiac metabolic regulations. **(A)** Scheme of the protocol used for batch RNAseq analysis of HFD/HSD-induced cardiac transcriptome modifications. **(B,C)** Volcano plots showing deregulated genes in HSD and HFD (red numbers). Blue dots indicate genes with an absolute log2FC ≥ 0.585 and adjusted p-value<0.05. Selected hits are indicated. **(D)** Venn diagram of DEG identified in the three conditions (padj<0.05). **(E,F)** Heat maps showing unsupervised clustering analysis and resulting log2FC expression plots for the 75 (E) and the 35 (F) common DEG identified in HSD and HFD stresses (padj<0.05). (G,I) Network graphs obtained with PANGEA enrichment tool for of HSD (G) or HFD **(I)** DEG. Circle nodes correspond to genes, triangle nodes represent KEGG pathways while edges represent gene to gene association. **(H,J)** Bar graphs showing log2FC enrichment values for KEGG pathways annotations in PANGEA (padj<0.05).

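CCHa2, which encodes a peptide hormone, had a log2FC of -1.11 on HSD, and with each library left out in turn its log2FC on HFD was between -1.50 and -1.08. Its scaled expression was 73.5 ± 1.94 RPKM on ND, 33.9 ± 4.60 on HSD and 29.8 ± 8.54 on HFD (SD, n = 3 each). The adjusted p from limma with Benjamini-Hochberg adjustment was 0.015 on HSD and 0.012 on HFD, and 6 and 8 of the 9 fits without a library called it. The lipase gene bmm was lower on HSD, with a log2FC of -0.73 (standard error 0.10, adjusted p = 0.006 from limma with Benjamini-Hochberg adjustment), and close to ND on HFD, with a log2FC of 0.06. The difference between HSD and HFD for bmm was -0.79 (adjusted p = 0.0031 from limma with Benjamini-Hochberg adjustment). The coactivator gene srl was expressed at 2.85 ± 0.350 RPKM on ND (SD, n = 3), on 853 to 1124 reads per library. It was higher in every HFD library than in every ND library, with a log2FC of 0.54, and was not called (adjusted p = 0.13 from limma with Benjamini-Hochberg adjustment). From the pathways over-represented among the genes changed by each diet, the paper proposes that the metabolism of the heart is adjusted to nutritional stress.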

### High Sugar Diet downregulated 1C-metabolism and Leloir galactose pathways

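Fig 2G places 19 genes in glycine, serine and threonine metabolism or in the one-carbon pool by folate, of which 18 were tested. On HSD, 12 of these were called, all lower than on ND. They were Sardh, Gnmt, Shmt, CG10184, aay, CG11899, CG6287, pug, Mthfs, Nmdmc, Gart and CG11089. Among the 8 folate genes tested, the median log2FC on HSD was -1.14, and 6 were called. CG3999, a glycine cleavage gene, was called only with its label realigned. On HFD, only Gnmt was called lower among the 18 genes.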

As outlined above, several genes encoding enzymes associated to 1C-metabolism pathway were found overrepresented in HSD *versus* ND (Figs 2G, 2H and S2G). 1C-metabolism pathway is a fundamental homeostasis network, which includes several connected pathways involved in methylation (methionine cycle), trans-sulfuration and nucleotide synthesis (folate cycle) [23]. Methionine cycle results in the production of S-adenosylmethionine (SAM), the universal donor of methyl-group in the cell [24]. Among the methyl-transferases that regulates the pool of cellular SAM, GNMT (Glycine-N-methyl transferase) has been involved in the catabolic process of SAM to SAH (S-adenosylhomocysteine), by conversion of Glycine into Sarcosine (N-methylated derivate of Glycine) in the liver in humans [24] (Fig 3A). SARDH (Sarcosine dehydrogenase) proceeds to the reversal conversion (Fig 3A). Expressed in *Drosophila* cardiac cells (Fly Cell Atlas [25]), *Gnmt* was downregulated in both diets (log2FC: -3.4 in HSD and -5.29 in HFD) while *Sardh* in HSD only (log2FC: -2.05). 

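Gnmt (FBgn0038074) lies on chromosome 3R of BDGP6 from 12674608 to 12676084. Exons of a gene on the other strand cover 7.6% of its exon bases. Its scaled expression was 366 ± 193 RPKM on ND, 34.5 ± 21.7 on HSD and 9.31 ± 3.74 on HFD (SD, n = 3 each). The reads behind these values ranged from 14577 to 41195 per library on ND, from 1694 to 4180 on HSD and from 404 to 1042 on HFD. The log2FC was -3.42 on HSD (standard error 0.49, adjusted p = 0.0062 from limma with Benjamini-Hochberg adjustment) and -5.15 on HFD, with the same standard error (adjusted p = 0.0018). With each library left out in turn, the log2FC stayed between -3.89 and -3.02 on HSD and between -5.54 and -4.76 on HFD. The difference between HSD and HFD was not called, except in 2 of these 9 fits. All libraries on either diet were below all ND libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). A list of 11 fat body genes was also lower in every HSD and HFD library than in every ND library, by a mean that rests on Lsp2, without which the log2 differences were -0.18 on HSD and -0.20 on HFD.

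Sardh (FBgn0034276), on chromosome 2R from 17753555 to 17756422, was expressed at 6.06 ± 2.02 RPKM on ND, 1.46 ± 0.445 on HSD and 10.8 ± 6.13 on HFD (SD, n = 3 each). Its log2FC on HSD was -1.72 (standard error 0.35, adjusted p = 0.024 from limma with Benjamini-Hochberg adjustment). With no filter on low values, it no longer passed the threshold on HSD, and 5 of the 9 fits without a library called it, with an adjusted p from limma with Benjamini-Hochberg adjustment of up to 0.099 across the alternatives. On HFD its log2FC was 0.71 and the difference was within the spread between libraries (adjusted p = 0.32 from limma with Benjamini-Hochberg adjustment). The contrast between the diets themselves gave a log2FC of -2.43 for HSD versus HFD (adjusted p = 0.0041 from limma with Benjamini-Hochberg adjustment).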

By RT-qPCR on female hearts, we validate the inhibitory effect of HSD on *Gnmt* and *Sardh* genes expression (S3A Fig). To evaluate the role of 1C metabolism in the heart, the cardiac-specific promoter Hand> was used to perform *Gnmt* and *Sardh* knockdowns in ND, and overexpression of *Gnmt* in ND and HSD. Cardiac performance phenotypes were analyzed using the live-imaging set-up described above (Fig 3B, 3C, 3D and 3E). *Gnmt* knockdown (*GnmtKK*) performed in ND fed flies was associated with an increase of HP and with cardiac dilation, with enlarged ESD and EDD (Fig 3C). As a consequence, CO was strongly increased, illustrating an improved hemolymph flux in the heart. Remarkably, while HSD induced an increase in HP in control flies, this was rescued by *Gnmt* overexpression (*Gnmt*^*WT*^). In addition, while *Gnmt* overexpression did not affected cardiac diameters in HSD, it led to increased contractile efficacy compared to HSD controls (FS, S3F Fig). When performed in ND context, *Gnmt* overexpression had no effect on cardiac performance and structure. Overall, our results showed that *Gnmt* is a positive regulator of both cardiac rhythm and contractility, and prevented the HSD-induced decrease in heart rate and improving contractility under this diet. Regarding *Sardh* knockdown, similarly to *Gnmt*, it was associated to increased ESD, EDD and CO in ND (S3C, S3D and S3E Fig). It has already been shown that these two genes similarly influenced the integrity and function of indirect flight muscles (IFMs) in adult flies [26], indicating that, despite their opposing roles in glycine conversion, they may have the same effect on organ function.

**Fig 3:**
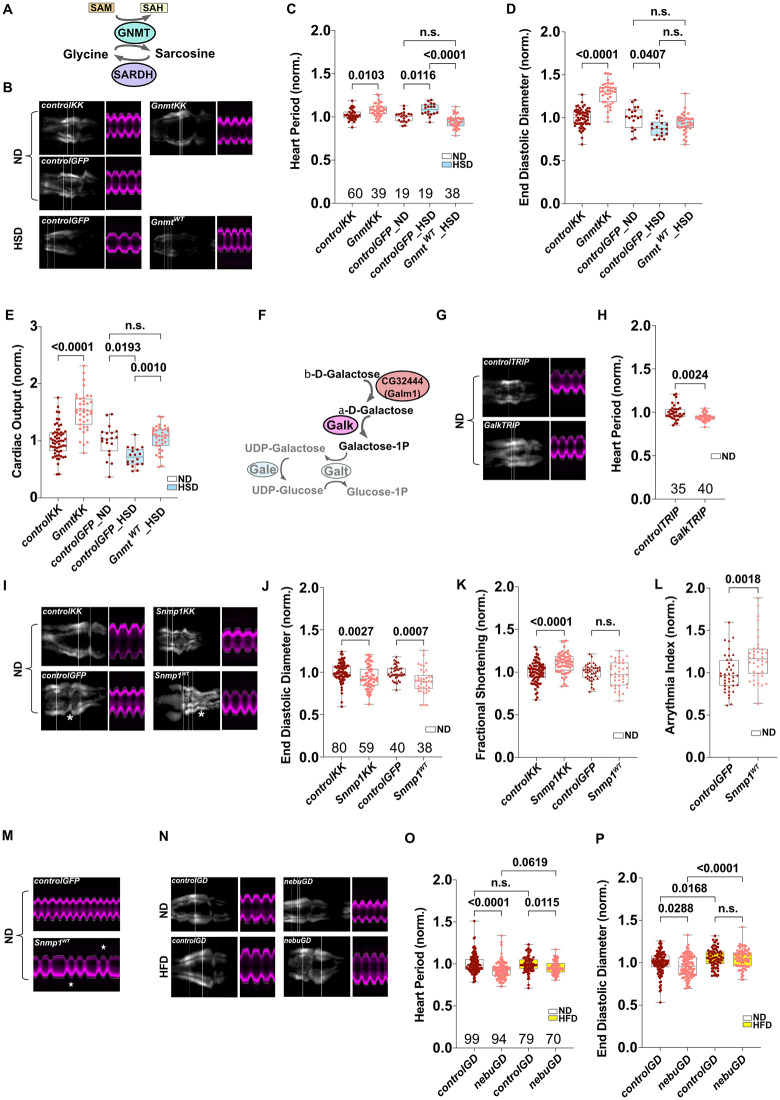
Cardiac function of Glycine metabolism and metabolite transporters. **(A)** Scheme representing the Glycine cycle, part of the 1C-metabolism pathway. Conversion of Glycine to Sarcosine by GNMT (reversal conversion by SARDH) allows transfer of methyl-group from the universal donor SAM (S-adenosylmethionine) to several cellular components, leading to the formation of S-adenosylhomocysteine (SAH). **(B)** Z-projection images of heart imaging and generated M-modes from cardiac (Hand>) *Gnmt* knockdown in ND and overexpression in HSD compared to corresponding controls (>*GnmtKK* vs>*controlKK*; > *Gnmt* ^*WT*^ vs>*controlGFP)*. Effect on HP **(C)**, EDD (D) and CO (E) of *Gnmt* knockdown in ND (white box plots) and of *Gnmt* overexpression in HSD (blue box plots) compared to respective controls. **(F)** Schematic representation of Leloir pathway, comprising enzymes involved in galactose catabolism. b-Galactose is converted in a-Galactose by CG32444/Galm1, then in Galactose-1P by *Galk*. Following steps lead to Glucose-1P production. Enzymes in grey (Galt and Gale) were not identified in our transcriptomic analysis. **(G)** Z-projection images of heart imaging and generated M-modes in ND from *Galk* knockdown (*GalkTRIP*) with Hand> and its respective control. **(H)** HP defects following *GalkTRIP* in ND. **(I)** Z-projection images of heart imaging and generated M-modes in ND from Hand> driven *Snmp1* knockdown and overexpression in ND compared to respective controls (*>Snmp1KK* vs>*controlKK*; > *Snmp1* ^*WT*^ vs>*controlGFP)*. Dysfunctional ostia are observed in *Snmp1*^*WT*^ (white star). **(J)** Defects in EDD and **(K)** FS upon *Snmp1* knockdown in ND compared to controls. **(L)** Increased AI induced by *Snmp1* overexpression in ND visualized in corresponding M-modes (M, white stars). **(N)** Z-projection images of cardiac Hand> driven *nebu* knockdown in ND and HFD compared to corresponding controls (*>nebuGD* vs *controlGD)*. **(O)** HP and **(P)** EDD defects following *nebu* KD in ND (white) and HFD (yellow) compared to controls. Crosses were performed with Hand > . Phenotypic values of tested conditions where normalized to corresponding controls. Numbers of individual flies co-evaluated in each diet are presented. Statistical significance was tested using Kruskal-Wallis with Dunn’s multiple comparisons test. p-values are indicated.

HSD also dysregulated enzymes from the Leloir pathway, which are converting α-D-Galactose into Glucose-1P (Fig 3F). *CG32444/Galm1* (*GalM* orthologue) and *Galk* are strongly expressed in cardiac cells [25] and downregulated in HSD (log2FC: -1.3 and -1.01 respectively). 

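CG32444 (FBgn0043783), on chromosome 3L of BDGP6 from 21636947 to 21639060, was expressed at 257 ± 44.8 RPKM on ND and 101 ± 28.4 on HSD (SD, n = 3 each). Its log2FC on HSD was -1.37 (standard error 0.23, adjusted p = 0.014 from limma with Benjamini-Hochberg adjustment), and 6 of the 9 fits that each left out 1 library called it. An antisense RNA gene covers 28.6% of its exon bases. Galk (FBgn0263199), on chromosome 3L from 8982212 to 8986091, was expressed at 160 ± 20.7 RPKM on ND and 79.4 ± 21.4 on HSD (SD, n = 3 each), on 14984 to 28844 reads per HSD library. Its log2FC on HSD was -1.03 (standard error 0.20, adjusted p = 0.022 from limma with Benjamini-Hochberg adjustment), and 5 of those 9 fits called it. Exons of CG13314, on the other strand, cover 25.1% of the exon bases of Galk. On HFD neither gene was called, with log2FC of 0.41 for CG32444 and -0.00 for Galk. The difference between HSD and HFD was called for both, with log2FC of -1.78 and -1.03.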

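Galt (FBgn0263200) was expressed at 124 ± 23.6 RPKM on ND and 109 ± 30.8 on HSD (SD, n = 3 each), a log2FC of -0.20 that lies within the spread between libraries (adjusted p = 0.69 from limma with Benjamini-Hochberg adjustment).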

Fly orthologues of *GalT* and *GalE* were also downregulated, but however did not reached significance (S2 Table). By RT-qPCR on female hearts, we validated the inhibitory effect of HSD feeding on *GalK* gene expression (S3A Fig). In ND, *Galk* knockdown was associated to decreased HP and DI (Figs 3G, 3H and S3I), showing that the effect of *Galk* was to accelerate heart rate by reducing relaxation time. Previous reports have identified *Galk* gene as a suppressor of Calcineurin-induced cardiac dilatation in flies, with no cardiac phenotype by itself when mutated [27]. Our analysis however showed that in normal nutritional context, decreasing *Galk* expression in cardiac cells is sufficient to significantly modulate cardiac rhythm.

### High Fat Diet modulated CD36-scavenger receptor and GLUT8 orthologues

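The gene Snmp1 (FBgn0260004) lies on chromosome 3R of BDGP6 from 21165167 to 21168205 and shares no exon bases with another gene. It was expressed at 32.5 ± 8.92 RPKM on ND, 26.8 ± 3.22 on HSD and 8.07 ± 2.22 on HFD (SD, n = 3 each), with between 797 and 1601 reads in each HFD library and between 3883 and 6589 in each ND library. On HFD the log2FC was -1.94 (standard error 0.24, adjusted p = 0.0059 from limma with Benjamini-Hochberg adjustment), and it was called in all 9 fits that each left out 1 library, with values from -2.19 to -1.70. On HSD, Snmp1 differed from ND by less than the spread between libraries, with a log2FC of -0.24. HSD and HFD differed by 1.70 on the log2 scale (adjusted p = 0.0042 from limma with Benjamini-Hochberg adjustment).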

*Snmp1* is strongly downregulated in HFD (log2FC: -2), which we confirmed by RT-qPCR (S3B Fig). *Snmp1* encodes the orthologue of the CD36-scavenger receptor and is strongly expressed in cardiac cells (FlyCellAtlas [25]). *Snmp1* was previously shown to promote Fatty Acids (FA) transport in cells of the larval prothoracic gland and in ovaries, downstream of SUMOylation processes [28], demonstrating its role in FA metabolism. In human cardiomyocytes, FA and glucose imports both contribute to reach the ATP needs of cardiac contractile cells. FA are the main energetic source of cardiomyocytes, being metabolized by mitochondrial oxidation. Insulin induces translocation to the cardiomyocytes membrane of both FA transporter CD36-scavenger receptor (CD36-SR-B3) and GLUT4 hexose transporter [2]. In insulin-resistance context, GLUT4 mis-translocation and CD36 stabilization result in glucose deficit and FA accumulation in the cells [2]. We observed that, in heart of females fed ND, both *Snmp1* knockdown (*Snmp1KK*) and overexpression (*Snmp1*^*WT*^) displayed marked structural phenotypes (Fig 3I). EDD and ESD were reduced in both genotypes (Figs 3J and S3J). Modified heart diameters additionally increased FS in *Snmp1KK* (Fig 3K). At the morphological level, abnormal ostia were observed in 100% of *Snmp1*^*WT*^ hearts (Fig 3I, white stars) and were associated to arrhythmias amplification (Fig 3L and 3M, white stars). We also noticed that excess fat tissue in the abdomen and surrounding the heart was observed in 66% of the imaged *Snmp1KK* females, while it was observed in only 25% of the control flies (S3K Fig). HFD exposure for 3 days induced strong lethality in both *Snmp1KK* and *Snmp1*^*WT*^, making it difficult to assess the phenotypes with a good statistical power. Nevertheless, our results highlighted a new role of *Snmp1* in autonomous cardiac function with a systemic side-effect on body lipid homeostasis.

HFD also slightly induced the expression of *nebulosa (nebu)* gene (log2FC: 0.6), which trend was confirmed by RT-qPCR (S3B Fig). *nebu* encodes the orthologue of the human SLC2A8/GLUT8 hexose transporter. 

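nebu (FBgn0036316), on chromosome 3L of BDGP6 from 12824880 to 12843106, was expressed at 125 ± 12.0 RPKM on ND, 190 ± 39.4 on HFD and 85.6 ± 16.0 on HSD (SD, n = 3 each). The log2FC was 0.58 on HFD (standard error 0.18, adjusted p = 0.12 from limma with Benjamini-Hochberg adjustment), so nebu was not called, although all HFD libraries were above all ND libraries (exact permutation test, two-sided, p = 0.1, the smallest possible). It was called with RPKM left as deposited, where its log2FC was 0.69, and without HFD library C, where its log2FC was 0.76. On HSD the change was in the other direction, with a log2FC of -0.56 that was not called. The difference between HSD and HFD passed both thresholds, with a log2FC of -1.14 (standard error 0.18, adjusted p = 0.0058 from limma with Benjamini-Hochberg adjustment).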

GLUT8 was recently identified as an insulin-dependent cardiac hexose transporter in mice, whose expression is strongly reduced in diabetes [29], but its function is not well characterized. Fly gene *nebu* is highly expressed in cardiac cells (FlyCellAtlas [25]). Inhibition of cardiac *nebu* expression, by knockdown (*nebuGD*) in the heart, was performed in ND and in HFD in the same experimental series (Fig 3N, 3O and 3P). In ND, *nebuGD* displayed accelerated heart beats compared to control (revealed by a reduction of HP and DI; Figs 3O and S3L). The same is observed in HFD but HP reduction is weaker (Figs 3O and S3L). in ND, *nebuGD* triggered heart constriction, resulting from a significant reduction of EDD (Figs 3P and S3M), without affecting FS (S3N Fig). However, the hypertrophy induced by HFD was not modified in *nebuGD* condition (Figs 3P and S3M), suggesting that HFD abolished the constrictive effect of *nebuGD*. All these results identified *nebu* as a regulator of heart rate whose constrictive effect in diastole is abrogated by HFD preventing any rescue of the induced-hypertrophy. This could be due to a possible inhibitory regulation of HFD on hexose transporters, as already observed in human cardiomyocytes [2].

### HSD and HFD revealed the secretory function of the heart

gProfiler [30] analysis pointed to an enrichment of genes annotated as localized in the extracellular space (GO terms: extracellular region/space) among DEG in both HSD and HFD compared to ND (S4A Fig). Using the BioMart [31] and SignalP [32] prediction tools, we identified 123 (in HSD) and 114 (in HFD) cardiac genes encoding putative secreted proteins that are mis-expressed (S4B Fig and S3 Table). 51 genes are dysregulated in both diets, including 26 with a characterized human orthologue (S4 Table). 

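The values behind these lists were taken from the 9 libraries. The S3 Table lists 130 genes for HSD and 118 for HFD, with 54 in both. On HSD, 120 of the genes were expressed above the limit for testing, 89 of them were lower than on ND and 68 were called, 54 lower and 14 higher. On HFD, 114 genes were tested, 79 were lower and 59 were called, 48 lower and 11 higher. The median log2FC of the genes tested was -0.72 on HSD and -0.65 on HFD. Of the 53 tested genes in both lists, 32 were called on HSD and 29 on HFD. With the labels realigned, 77 genes of the HSD list and 65 of the HFD list were called. Of the 26 genes with a human orthologue, 25 were tested, and 18 were called on HSD and 14 on HFD.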

22 of these orthologues have been identified in Genome Wide Association Studies (GWAS), exhibiting common variants associated with metabolic or cardiac phenotypes (source “human genetics common metabolic disease knowledge portal”, CMD-KP) (S4 Table). Based on homology score (DIOPT [22]) and on the phenotypes associated to their human orthologues, we selected 12 fly genes for specific knockdown in the heart (Fig 4A). *ImpL2*, *Yp1, Yp2, Yp3*, *CG3513*, *Nepl10*, *CG7997*, *phu*, *GILT2*, *CG34357* knockdowns revealed phenotypes reminiscent of the cardiac function related to their orthologues (Fig 4A). 

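Of the genes of Fig 4A, ImpL2 was higher on both diets, with log2FC of 1.14 on HSD (standard error 0.14, adjusted p = 0.0041 from limma with Benjamini-Hochberg adjustment) and 0.73 on HFD (adjusted p = 0.034). Exons of CG46460, on the same strand, cover 61.9% of its exon bases, so their reads cannot be told apart by position. Yp1, Yp2 and Yp3 were lower on both diets, with log2FC of -0.83, -0.86 and -0.83 on HSD and -1.35, -1.97 and -1.65 on HFD, and all 6 comparisons were called. These 3 yolk protein genes took between 10.08% and 14.15% of the reads of each ND library, between 6.16% and 7.26% on HSD and between 3.74% and 4.44% on HFD. An antisense RNA gene covers 54.3% of the exon bases of Yp1. After quantile normalization, which sets the most abundant genes of every library to the same values, Yp1 and Yp3 were instead 0.12 and 0.16 higher on HFD and none of the 6 comparisons was called. On HSD the decrease of the yolk protein genes cannot be told apart from less fat body in the dissections. Nepl10 was lower on both diets and called, with log2FC of -0.90 and -0.77. CG34357 was also lower and called, with log2FC of -0.95 on HSD and -0.64 on HFD. For CG7997, all libraries on either diet were below all ND libraries, with log2FC of -0.63 and -0.61, but it was called on neither diet (adjusted p = 0.11 and 0.15 from limma with Benjamini-Hochberg adjustment). GILT2 was lower on HSD and called, with a log2FC of -1.15, and lower on HFD without being called, with a log2FC of -0.63 (adjusted p = 0.15 from limma with Benjamini-Hochberg adjustment). With each library left out, the 9 fits called ImpL2 in 9 cases on HSD and 3 on HFD, Yp1 and Yp2 in 5 and 9, Yp3 in 1 and 9, Nepl10 in 7 and 3, CG34357 in 9 and 2, and GILT2 in 6 on HSD.

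phu was higher on HSD, with a log2FC of 2.04 (standard error 0.48, adjusted p = 0.04 from limma with Benjamini-Hochberg adjustment), and was called in 2 of the 9 fits without a library and not called with no filter on low values. On HFD it had a log2FC of -1.82 and was not called (adjusted p = 0.085 from limma with Benjamini-Hochberg adjustment). Its ND libraries varied from 594 to 2933 reads. The difference between HSD and HFD for phu was 3.86 (adjusted p = 0.0025 from limma with Benjamini-Hochberg adjustment).

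The labels of CG3513 and Invadolysin lie in stretches where labels and values are out of register. The row listed as CG3513 had log2FC of -0.41 on HSD and 0.26 on HFD, neither called. The row that holds whole reads at the length of CG3513 is listed as CG12121, and its log2FC were -0.70 and -0.79, both called (adjusted p = 0.016 on each diet from limma with Benjamini-Hochberg adjustment). The row listed as Invadolysin had log2FC of -0.12 and -0.09. The row with whole reads at the length of Invadolysin is listed as CG30122 and had log2FC of 0.73 on HSD and -1.31 on HFD, neither called (adjusted p = 0.19 and 0.051 from limma with Benjamini-Hochberg adjustment). That row differed between HSD and HFD by 2.04 on the log2 scale and was called (adjusted p = 0.0042 from limma with Benjamini-Hochberg adjustment).

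**Figure D3:**
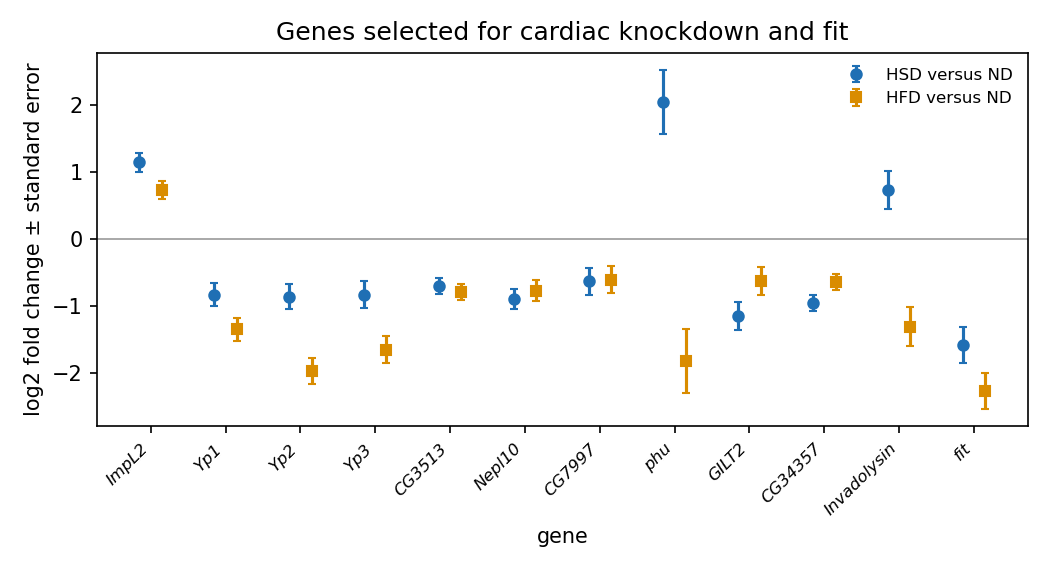
Log2 fold change versus ND on HSD (blue circles) and HFD (orange squares) for the genes of Fig 4A and for fit, with bars of 1 standard error from the linear model. CG3513 and Invadolysin are shown with their labels realigned. ImpL2 is above 0 on both diets, phu and Invadolysin are above 0 on HSD and below on HFD, and the others are below 0 on both. After quantile normalization, Yp1 and Yp3 were above 0 on HFD.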

Except *phu* and *Invadolysin* (which are inversely dysregulated in HSD and HFD) (S1 Table) and *ImpL2* (which is upregulated in both diets), *Yp1–3, CG3513*, *Nepl10*, *CG7997*, *GILT2* and *CG34357* are all downregulated following nutritional stresses. Cardiac knockdown of *Yp2*, *CG3513*, *Nepl10*, *CG7997*, *phu*, *GILT2* and *CG34357*, in ND, were associated to modifications of heart diameters and rate (Fig 4A, seventh column). We observed decreased HP when knocking down *CG34357*, *GILT2*, *CG3513*, *Yp2*, *CG7997* and *Nepl10* (Fig 4B), which resulted from reduction of SI (Fig 4D) and/or DI (S4C Fig). In contrast, both *phu* and *ImpL2* cardiac inhibitions exhibited increased HP (Fig 4B) resulting from extension of the contraction period (SI; Fig 4D). Contractile dysfunction, characterized by a reduced FS, was associated to *Yp2* and *CG7997* knockdown (Fig 4C), consecutive to enlarged ESD (S4D Fig). Reducing *phu* expression also resulted in cardiac hypertrophy (Fig 4E). Despite a high expression in the heart (FlyCellAtlas [25]), knocking down *Invadolysin* led to no detectable cardiac dysfunction (S4F and S4G Fig as example). Overall, our results strongly suggest that the identified DEG encoding secreted proteins we tested would be putative cardiokines and their human orthologues may be involved in metabolic disorders-associated cardiomyopathies.

**Fig 4:**
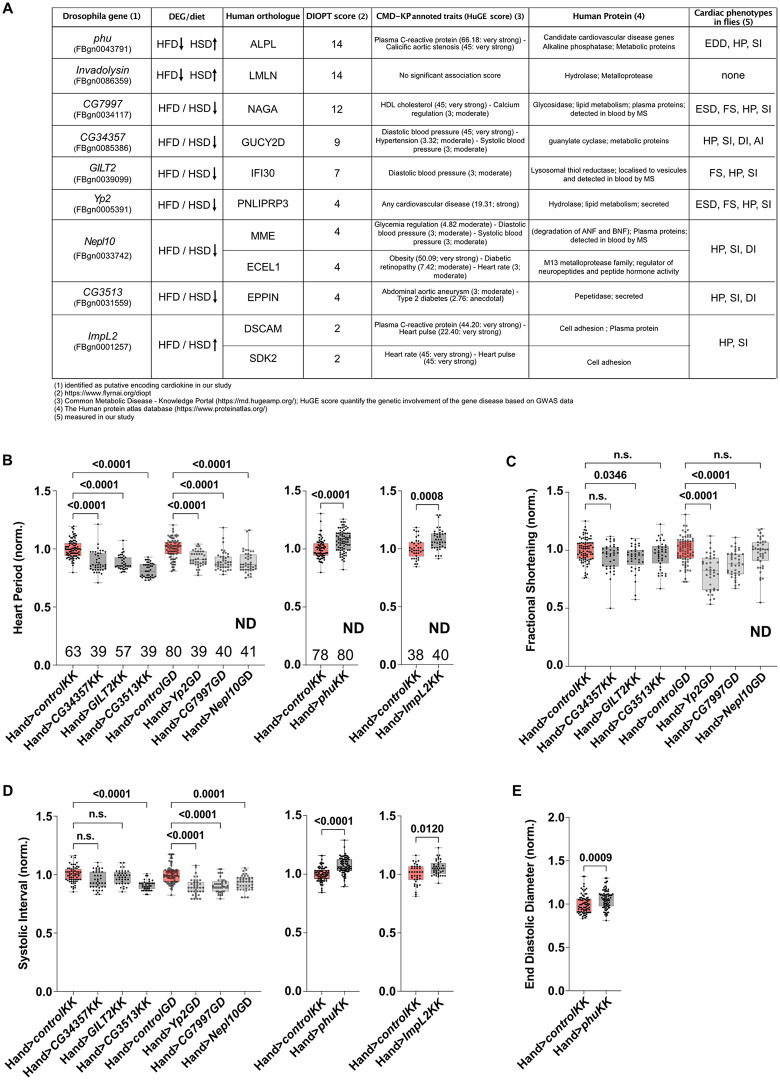
Cardiac function of newly identified cardiokines. **(A)** Table showing selected putative cardiokine genes identified in HSD and HFD. Fly gene name and Flybase ID (column 1), HSD and HFD dysregulations observed (column 2), best human orthologue (column 3) based on DIOPT score (column 4; https://www.flyrnai.org/diopt), HuGE score for diabetes and cardiovascular diseases (quantification of genetic association of genes to diseases based on human GWAS analysis, column 5; https://md.hugeamp.org/), protein class and blood detection (Human protein atlas, column 6; https://www.proteinatlas.org/), identified cardiac phenotypes in fly (column 7). **(B)** HP, **(C)** FS and **(D)** SI modifications observed in Hand> driven KD (grey) compared to respective controls (red). **(E)** EDD modifications in Hand> driven *phu* KD (grey) compared to control (red). Values where normalized to controls. The number of individuals analyzed in each condition (genotype/diet) is indicated. Statistical significance was tested using Kruskal-Wallis with Dunn’s multiple comparisons test. Significant p-values are indicated. Genotypes: UAS-*CG34357KK*, UAS-*GILT2KK*, UAS-*CG3513KK*, UAS-*Yp2GD*, UAS-*CG7997GD*, UAS-*Nepl10*, UAS-*phuKK*, UAS-*ImpL2KK*.

### Cardiac Fit expression impacted cardiac performance

Among the genes annotated to encode secreted proteins, we selected the gene *fit* for further characterization. Indeed, Fit protein was previously shown to be a satiety hormone [16], which was an interesting function to investigate as associated to cardiac physiology. 

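The gene fit (FBgn0038914), on chromosome 3R of BDGP6 from 21883924 to 21884454, was expressed at 554 ± 115 RPKM on ND, 188 ± 51.9 on HSD and 118 ± 39.0 on HFD (SD, n = 3 each). Between 19592 and 26440 reads were counted on it in each ND library, between 6524 and 9129 on HSD and between 2808 and 6604 on HFD. Exons of other genes cover 18.6% of its exon bases. Its log2FC was -1.58 on HSD (standard error 0.27, adjusted p = 0.014 from limma with Benjamini-Hochberg adjustment) and -2.27 on HFD (adjusted p = 0.005 from limma with Benjamini-Hochberg adjustment). With each library left out in turn, the log2FC stayed between -1.78 and -1.38 on HSD, where 6 of 9 fits called it, and between -2.51 and -2.04 on HFD, where all 9 did. HSD and HFD differed by 0.69, which was not called (adjusted p = 0.15 from limma with Benjamini-Hochberg adjustment). The paper names the fat body as another tissue that expresses fit. A list of 11 fat body genes had a mean log2 difference of -0.53 on HSD and -0.70 on HFD, which rests on Lsp2. On HSD the decrease of fit cannot be told apart from less fat body in the dissections.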

In our analysis, the *fit* gene was downregulated both in HSD (log2FC: -1.55) and HFD (log2FC: -2.26) and this was validated by RT-qPCR on dissected hearts (S5A Fig). We then assessed its putative cardiac function by knocking down its expression in ND (using *fitKK* transgene, which reduces its expression by 40%, S5A Fig). In addition to the pan-cardiac driver Hand > , tinCD4-Gal4 (tinCD4 > , expressed in cardiomyocytes only [33]) or Dot-Gal4 (Dot > , expressed in pericardial cells only [34]) were used in order to decipher any cell-specificity associated to its function. In all cell types, knocking down *fit* expression was sufficient to reduce HP (Fig 5A, 5B and 5C). Moreover, expressing a modified *fit* isoform, deleted from its signal peptide (*fit*^*DeltaSP*^), which acts as a dominant negative mutant [16], resulted in the same HP reduction (Fig 5A). This was mainly due to SI shortening (combined to DI shortening in *fitKK*) (Figs 5D and S5B). Conversely, overexpressing *fit* (*fit*^*WT*^) was enough to significantly increase HP, in ND and HSD, due to SI lengthening (Figs 5E, 5F and S5C). However, *fit*^*WT*^ did not affect HP in HFD, which is already increased compared to ND controls (Fig 5E), suggesting a limit to *fit*-induced HP increase. Heart diameters are also dependent on *fit* function. Indeed, inhibiting Fit secretion (*fit*^*DeltaSP*^) led to heart constriction (reduction of both EDD and ESD; Figs 5G and S5D), despite no significant effect in the *fitKK* knockdown. The reverse phenotypes are induced by *fit* overexpression (Figs 5H and S5E) whatever dietary condition. Indeed, FS was reduced in *fit*^*DeltaSP*^ and augmented in *fit*^*WT*^ (Fig 5I and 5J), showing that heart diameters and contractility are improved by *fit* in a dosage-dependent manner. AI was decreased with all 3 Gal4 drivers in *fitKK* condition (S5F and S5H Fig), again suggesting that *fit* is required in all cardiac cells to regulate heart rhythmicity. However, this result was not confirmed in Hand-driven expression of *fit*^*DeltaSP*^ and *fit*^*WT*^ (S5F, S5G and S5H Fig), showing that arrhythmia is also finely regulated by Fit dosage: reduced level (with *fitKK*) promoted arrhythmic events, whereas increased levels did not. Finally, the contrasting phenotypes observed between *fit*^*DeltaSP*^ and *fit*^*WT*^ strongly suggest that cardiac Fit must be secreted in order to exert its functional role in the heart.

**Fig 5:**
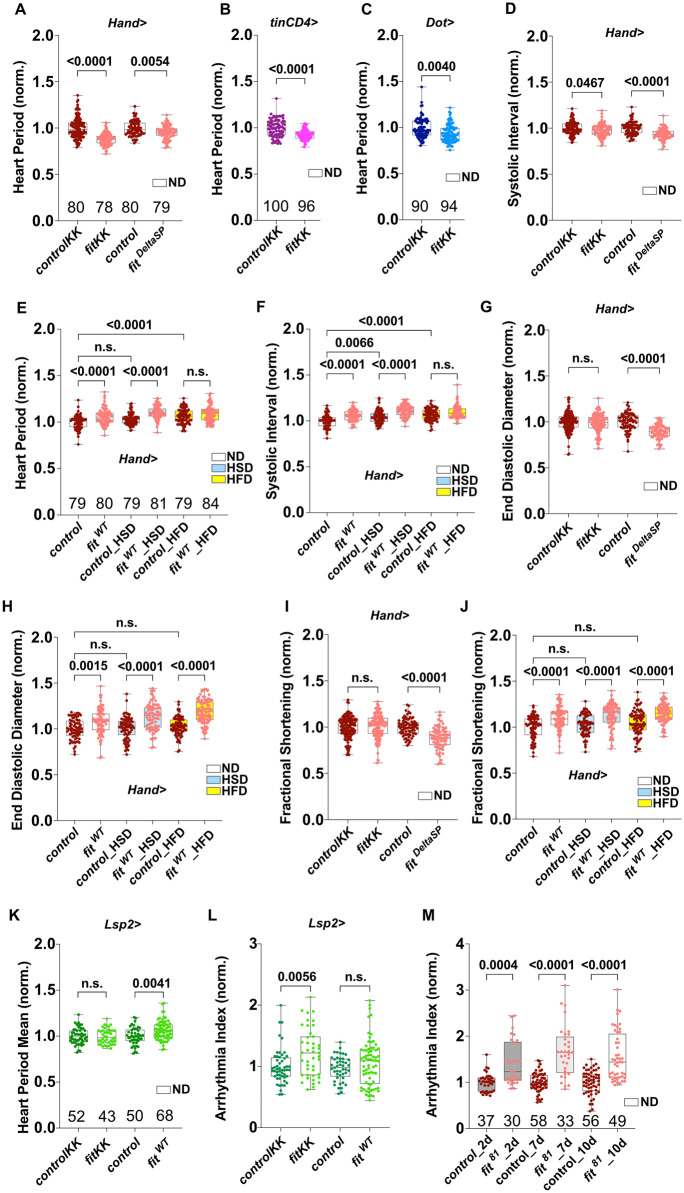
Cardiac Fit is required for cardiac performance. **(A)** Effect on HP of *fit* knockdown (*fitKK*) and *fit*^*DeltaSP*^ with Hand> in ND. Effect on HP of *fit* knockdown (*fitKK*) in cardiomyocytes (B, *tinCD4>*) and in pericardial cells (C, *Dot>*) compared to respective control flies in ND. **(D)** Reduced SI observed in *fitKK* and *fit*^*DeltaSP*^ in ND. **(E)** Effect of *fit* overexpression (*fit*^*WT*^) on HP and on SI (F) in ND, HSD and HFD compared to corresponding control. **(G-H)** Effect on EDD of *fitKK* and *fit*^*DeltaSP*^ in ND (G) and of *fit*^*WT*^ in ND, HSD, HFD (H) compared to respective controls. **(I-J)** Effect on FS of *fitKK* and *fit*^*DeltaSP*^ in ND (I) and of *fit*^*WT*^ in ND, HSD, HFD (J) compared to respective controls. **(K)** Effect of *fitKK* and *fit*^*WT*^ in ND on HP and AI (L) when expressed in fat body (Lsp2>) compared to respective controls. **(M)** Effect on AI of mutant *fit*^*81*^ in females at 2, 7 and 10 days old, compared to controls.

We next wondered if Fit secreted from other tissues could have a remote impact on cardiac physiology. We modified *fit* expression in the fat body - a non-cardiac tissue known to express *fit -* with Lsp2-Gal4 (Lsp2>) and analyzed resulting cardiac phenotypic modifications. HP was not modified by adipose *fit* knockdown but was increased by its overexpression (Fig 5K). When focusing on beating phases (S5I and S5J Fig), increased SI and decreased DI could explain the absence of HP variation in *fitKK,* through a compensatory mechanism. On the reverse, in *fit*^*WT*^, DI (but not SI) was increased (S5I and S5J Fig). These results strongly suggested that fat-secreted Fit is also able to remotely control cardiac rhythm. Cardiac dysfunctions, triggered by tissues or organs distinct from the heart itself, were confirmed in a *fit* KO background [16] *fit*^*81*^*.* Indeed, in *fit*^*81*^, as in Lsp2 > *fitKK* (Fig 5L and 5M), AI is strongly increased. This arrhythmia is observed from the age of 2 days and persisted for more than 10 days (Fig 5M). Even if neither SI, DI nor HP were affected in young *fit*^*81*^ females, rhythm was already deeply deteriorated in 7-days old ones (S5K, S5L and S5M Fig). At that age, important cardiac morphological defects were concomitantly observed, due to heart wall thickening, which could explain the altered rhythmicity in mutant females (S5N Fig).

Taken together, these results showed that Fit is a regulator of heart rhythm and can also impede on cardiac structure. Cardiac *fit* function is ensured by all cell types and is dependent on its secretion. In addition, *fit* from remote tissues – and in particular the fat body - also impact cardiac functioning*.*

### Fit, a cardiokine regulating feeding behavior

Fit has been previously identified as a satiety hormone secreted by the fat body [16]. It was shown to regulate food intake by promoting insulin secretion from the IPCs (Insulin Producing Cells), neuroendocrine cells in the *pars intercerebralis* region of the brain [16]. Our analysis identified the *fit* gene as being downregulated under HSD and HFD nutritional stress conditions. We therefore wondered whether, in these diets, cardiac Fit could interfere with insulin levels in the IPCs, fulfilling a new systemic function. First, we tested if cardiac Fit could be secreted into the hemolymph. When expressed in cardiac cells with Hand > , HA-tagged Fit was detected in adult hemolymph extracts (Fig 6A). Then, Hand>*fit*^*WT*^ flies were fed HSD or HFD and Dilp5 immunostaining was performed on brains. Dilp5 is one of the functional orthologues of human insulin in *Drosophila* [35], produced and secreted by the IPCs. Diet-dependent Dilp5 content in the IPCs reflects its active secretion (low or no staining) or its accumulation (strong staining) [36]. In our control flies (Fig 6B; left panels), Dilp5 could barely be detected in both HSD and HFD compared to its high level detected in ND condition. Of note, due to extreme low signal, some IPCs were impossible to visualize in HFD. In HSD and HFD, Dilp5 amount corresponded to a reduction of more than 50% compared to ND (Fig 6C), and we showed that it was not due to inhibition of *Dilp5* expression by RT-qPCR (S6A Fig). This suggested that both HSD and HFD are sufficient to promote Dilp5 secretion form the IPCs. When *fit* was overexpressed in cardiac cells with Hand > , Dilp5 could not be detected in brains of HSD and HFD fed nor in ND fed flies (Fig 6B, right panels; Fig 6C). In this genotype, whatever the diet, half of the brains had undetectable Dilp5 signal in the IPCs and could not be included in the quantification measurements. RT-qPCR showed that it was not due to the inhibition of *Dilp5* expression in the CNS of these flies (S6A Fig). The reverse experiment, which involved downregulating cardiac *fit* expression, did not show an effect on Dilp5 level in the IPCs or on its expression (S6B and S6C Fig) in ND. These results corroborate the effect of Fit protein as promoting Insulin secretion from the IPCs, and that Fit can achieve this function from the heart.

**Fig 6:**
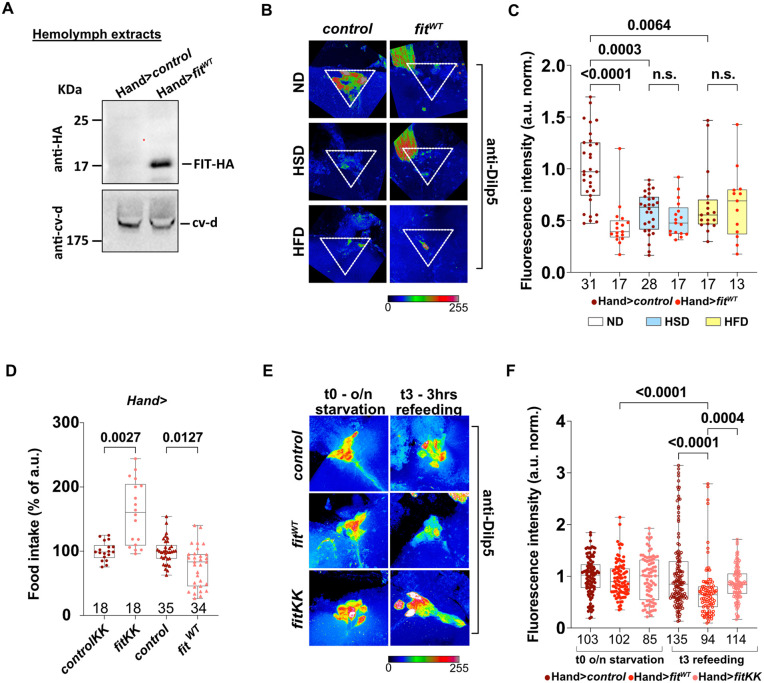
Secreted cardiac Fit promotes Dilp release and regulates food intake. **(A)** Fit-HA immunodetection in hemolymph extracts from Hand> driven *fit* overexpression (HA-tagged *fit*^*WT*^) compared to controls. cv-d is a control for hemolymph proteins (n = 3 independent experiments). **(B)** Dilp5 immunostaining in IPCs from dissected adult female brains fed ND, HSD or HFD. Genotypes: Hand>*fit*^*WT*^ (right panels) and controls (left panels). IPCs localization is indicated by white triangles. **(C)** Fluorescence intensity measured in IPCs from (B) in ND (white boxes), HSD (blue boxes) and HFD (yellow boxes). Values are normalized to ND controls. **(D)** Quantification of food intake in Hand> driven *fit* knockdown (*fitKK*) and overexpression (*fit*^*WT*^) females starved overnight and refed 3 hours. Values are normalized to respective controls. Numbers corresponds to averaged values for groups of 10 adults obtained from 3-6 independent experiments. Statistical significance was tested using Kruskal-Wallis with Dunn’s multiple comparisons test. **(E)** Dilp5 immunostaining in IPCs on dissected adult female brains at t0 (overnight starvation, left panels) and t3 (3hours refeeding ND, right panels). **(F)** Fluorescence intensity measured in IPCs from to 3 normalized independent experiments related to **(E)**. Genotypes: Hand>*fit*^*WT*^ (light red), *> fitKK* (pink) and controls (dark red). Values are normalized to controls at t0 (t0: points; t3: open circles). In **(C, F)** Numbers correspond to points recapitulating 3-4 averaged measurements in each IPC analyzed in each condition. Statistical significance was tested using Kruskal-Wallis with Dunn’s multiple comparisons test*.* Significant p-values are indicated.

To further characterize this remote function, we then evaluated the role of cardiac *fit* in feeding behavior. 1week-old females, fed ND, were starved overnight and then refed ND supplemented with Erioglaucine blue dye for 3hours. Blue food content in gut was measured using lysates from decapitated female bodies (see Materials and methods). As shown in Fig 6D, knocking down *fit* expression with Hand> was sufficient to increase food intake, whereas overexpressing its expression to reduce feeding. We could observe the same kind of trend when *fit* expression was modulated in cardiomyocytes or pericardial cells (S6D Fig), confirming the requirement of *fit* function in all cardiac cell types. These results indicated that Fit secreted from heart cells had a remote effect on a complex behavior such as food intake. In order to correlate these observations with insulin release from the IPCs, we performed Dilp5 immunostaining in adult brains as previously. As already described [36], a strong Dilp5 accumulation in the IPCs was observed following overnight starvation, in brains from control flies, cardiac *fit* knockdown or overexpression (Fig 6E, left panels). Following 3 hours of refeeding in ND, cardiac *fit* knockdown was insufficient to significantly affect Dilp5 accumulation (Fig 6E and 6F) but cardiac *fit* overexpressing flies displayed reduced Dilp5 levels in the IPCs compared to refed controls (Fig 6E, right panels, Fig 6F). These observations are not resulting from a change in *Dilp5* (nor *Dilp2*) expression in the adult CNS (S6A Fig; white plots).

These observations globally showed that Fit secreted from the heart was sufficient to remotely modulate Drosophila insulin content in the IPCs, which resulted in the modulation of feeding behavior. All together, these results indicated that the adult heart impeded on systemic metabolic homeostasis and that cardiac *fit* played a key role in this process.

## Discussion

Resulting notably from unhealthy diets, obese diabetics often suffer from cardiomyopathies. In this study, we used *Drosophila* to decipher the genetic and molecular impacts of short High Sugar/High Fat food challenges on cardiac function. Our results revealed key metabolic pathways dysregulated in the heart. 1C-metabolism and galactose metabolism in HSD, as well as metabolites import transporters in HFD were highlighted. Additionally, we identified numerous putative secreted proteins, suggesting that the heart is able to non-autonomously adapt to diets. Strikingly, we uncovered a cardiac function for the satiety hormone Fit, that impinged locally on cardiac performance and remotely on feeding behavior, highlighting its role as a cardiokine.

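All 11 tested genes of the purine node of Fig 2G were lower on HSD than on ND, with a median log2FC of -1.05, and 9 were called. These were Gart, CG11089, CG34357, Pfas, Prat2, ry, CG15547, CG16758 and Prps. All 8 tested folate genes were also lower, although 1 of them was higher when RPKM were left as deposited. With the labels realigned, all 8 were lower in that setting too. On HFD, by contrast, 9 of the 11 purine genes and 7 of the 8 folate genes were higher than on ND. Nmdmc, Gart and Pfas were called higher, with log2FC of 1.16, 0.61 and 0.94, while CG34357 was called lower. Of the 9 fits that each left out 1 library, 1 called Nmdmc on HFD, 2 called Gart, 5 called Pfas and 2 called CG34357. With the labels realigned, 8 purine and 6 folate genes were higher on HFD. In the direct comparison of the diets, all genes of both nodes were lower on HSD than on HFD, with median log2FC of -1.27 for purine and -1.76 for folate.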

Members of purine and folate cycle were downregulated in HSD (S2G Fig), including the two genes *Gnmt* and *Sardh*. Glycine-N-methyl transferase (GNMT) is a key enzyme of the methyl-group donor pool homeostasis. It directly regulates the amount of S-adenosylmethionine (SAM), and its derivative SAH, by conversion of Glycine into Sarcosine. Glycine can be produced back from Sarcosine by SARDH. Knocking down both genes in the heart in ND led to consistent cardiac hypertrophy. *Gnmt* inhibition moreover decreased heart rate and contractile efficacy. Cardiac *Gnmt* over expression in HSD-fed flies was able to prevent the sugar-induced HP increase and improved contractile efficacy, identifying a beneficial role for cardiac *Gnmt* that preserved the heart from the deleterious effects of high sugar diet on rhythmicity and contractile function. These results are in line with known GNMT and SARDH protective effects revealed in time-restricted feeding (TRF) context [26]. TRF was indeed shown to protect heart function from age-dependent degradation [37] and this was associated, in indirect flight muscles (IFM), to *Gnmt* and *Sardh* upregulation [26]. *Gcat* and *Tdh,* two other genes involved in Glycine regulation in flies, were also slightly down in HSD (S1 Table). 

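Tdh (FBgn0036997) was expressed at 6.44 ± 1.93 RPKM on ND and 3.49 ± 0.00883 on HSD (SD, n = 3 each). All HSD libraries were below all ND libraries, with a log2FC of -0.76 (standard error 0.29), and it was not called (adjusted p = 0.17 from limma with Benjamini-Hochberg adjustment). The label of Gcat (FBgn0036208) lies in a stretch where labels and values are out of register. The row listed as Gcat had a log2FC of 0.07 on HSD. The row with whole reads at the length of Gcat is listed as SCAP, and its log2FC on HSD was -0.65 (standard error 0.17, adjusted p = 0.057 from limma with Benjamini-Hochberg adjustment), on 1173 to 2007 reads per HSD library.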

The cumulative effect of their downregulations with that of cardiac *Gnmt* and *Sardh* upon HSD feeding may lead to a cardiac decrease of Glycine levels and therefore to altered SAM availability. Importantly, in humans, high SAM was associated to obesity [38], and high circulating SAH levels was shown to be of bad prognosis for CVD [39]. In addition, the circulating level of Glycine was shown to be inversely correlated to CVD risk [40]. This suggests that a tight control of cardiac physiology by 1C- metabolism pathways operate in humans too. Further studies are required to investigate the tight pathophysiological link between circulating sugar, purine cycle and heart dysfunctions.

Sugar stress also unraveled a potential cardiac function of the Leloir pathway. Indeed, several members of this pathway were downregulated under HSD challenge, including (*Galk*) which is involved in the production of galactose-1P [41]. We showed that *Galk* knock down increased heart rate in ND. The potential contribution of galactose catabolism to heart physiology in flies is not known, as galactose is not a usual source of nutrient in insects. However, a deficit in galactose-1P production could compromise subsequent glucose-1P production which, in turn, could affect cardiac physiology.

We further showed that high fat diet led to a downregulation of *Snmp1* expression*,* the fly orthologue of the fatty acid (FA) transporter CD36-scavenger, while it slightly upregulated that of the glucose transporter *nebu*, the GLUT8 orthologue. In ND, *Snmp1* knock down in the heart induced heart constriction and impacted contractility. Cardiac inhibition of *Snmp1* was also associated to a marked accumulation of fat in the abdomen and around the heart, suggesting that decreased FA import in the heart is associated to a systemic impact on organismal adiposity. On the other hand, heart specific *Snmp1* overexpression was also associated to cardiac constriction and additionally resulted in strong arrhythmias. These effects are consistent with those observed in humans were CD36 stabilization is deleterious in diabetic cardiomyocytes [2]. In addition, we observed that HFD induced a strong lethality when combined to either inhibition or overexpression of *Snmp1*. Given its known function as a regulator of fat metabolism [28], our results support *Snmp1* essential function in cardiomyocytes health and a systemic role on lipid homeostasis.

*nebu* knock down lead to cardiac constriction and accelerated heart beats in ND. However, while HFD lead to cardiac hypertrophy in control flies, *nebu* knockdown under hyperlipidemic stress did not modify this cardiac hypertrophy. In humans, T2D insulin resistance is associated with cardiac tissue remodeling, hypertrophy and contractile dysfunction. It was also shown to prevent translocation of the GLUT family glucose transporters at the membrane [2]. In HFD fed flies, a similar mechanism could explain the absence of phenotypes associated with *nebu* inhibition.

Overall, our results highlighted the heart as a metabolic tissue, whose dysfunctions are partly dependent on an autonomous response to nutritional stresses. We also showed that the heart exhibits a non-autonomous response to nutritional stresses. Indeed, 27% of identified DEG encoded putative or known secreted proteins. Remarkably, eight over nine genes encoding such putative secreted proteins were shown to participate in cardiac performance regulation, suggesting they function as paracrine factors to regulate heart performances. Further studies aimed at deciphering their systemic role will be necessary to determine whether they also have a cardiokine function. For instances, *ImpL2* was previously identified as an IGF-binding protein [42,43] and shown as a cachexia-promoting factor, being secreted from midgut tumoral cells [44,45]. In the cardiac cells under high fat or high sugar stress, secreted ImpL2 could also, as a cardiokine, affect peripheral tissues physiology. Identification of biomarkers for cardiac stress in patients is an important field of research for early diagnosis of diabetic cardiomyopathies. Our study thus provides a promising repertoire of cardiokines in fly that may prompt research on their orthologues in mammals.

In order to improve our understanding of the secretory properties of the heart, we focused on the *fit* gene, whose cardiac expression is downregulated in response to both HSD and HFD. Fit has been previously characterized as a fat-secreted satiety hormone in response to protein feeding [16], that also regulate sugar intake for sustained egg laying in females [46]. In ND, inhibiting its expression in the heart increased heart rate, the reverse being observed following its overexpression. Additionally, *fit* impacted cardiac structure, leading to hypertrophy when overexpressed in HSD and HFD, consequently affecting heart contractility. We showed that cardiac Fit was secreted in the hemolymph and that Fit deleted of its signal peptide acted as a dominant negative allele that did modify heart performances. This demonstrated that cardiac expressed Fit acts in an autocrine manner to control cardiac function. In addition, when *fit* expression was inhibited or overexpressed in fat tissue, contractile and rhythmic cardiac degradations were observed. Arrhythmic events increase was also observed both in *fit* KO females and following *fit* knockdown in the fat body. Overall, these results established both an autocrine and a paracrine function of Fit as a crucial regulator of cardiac performance. Functional characterization of Fit expressed from the heart also showed that it remotely impacts insulin levels, promoting its secretion from the IPCs when overexpressed in ND. We hypothesized that it would modify food intake accordingly. Indeed, feeding amount was inversely correlated to the level of cardiac *fit* expression. These results showed that secreted cardiac Fit could signal to the adult brain to regulate feeding behavior via controlling insulin release form the IPCs. By acting both autonomously within the heart and remotely on insulin release and food intake, Fit possesses all the attributes of a cardiokine.

Studies in mammals identified several cardiokines characterized in response to cardiomyocyte stresses and cardiac remodeling processes [47], some of which remotely controlling metabolic homeostasis [48,49]. In flies, several studies identified proteins secreted from cardiac cells that act as regulators of lipid homeostasis and organismal obesity [50–52]. Here we identify a cardiac secreted protein which not only impinges on cardiac performance but also affects food intake. Our results therefore highlight the heart as an active metabolic organ and a key physiological regulator able to remotely impact on feeding behavior.

## Materials and methods

### Fly husbandry and stocks

All lines were reared in incubator at 18°C for husbandry on reference food (ND, normal diet) and in incubators (light/dark cycle of 12/12h, humidity of 50%), at 23°C or 25°C for experiments in selected food as indicated. Animals were reared on normal diet (ND) at 25°C (or 23°C) containing per liter: 10g agar, 70g corn flour, 70g inactivated yeast extract and 3,75g Moldex (in Ethanol). High sugar diet (HSD) corresponds to the same food supplemented with 30% sucrose and high fat diet (HFD) with 30% coconut oil. For the purpose of experiments, flies were kept on ND or HSD at 25°C for 7 days then transferred at 23°C on ND, HSD or HFD for 3 more days.

The following lines were obtained from the BDSC: w^1118^ (BDSC#3605; RRID:BDSC_3605); *Dot-GAL4* (BDSC#67608; RRID:BDSC_67608); *tinC-Gal4.Delta4* (BDSC#92965; RRID:BDSC_92965); *UAS-GFP.Val10* (*controlGFP*; BDSC#35786; RRID:BDSC_35786); UAS-*Snmp1*^*WT*^ (BDSC#25044; RRID:BDSC_25044).

The following UAS-RNAi lines were obtained from the VDRC (RRID:SCR_013805): control lines #60100 (VDRC#60100, for KK lines) and #60000 (VDRC#60000, for GD lines); *UAS-GnmtKK* (VDRC#110623); *UAS-SardhKK* (VDRC#108873); *UAS-Snmp1KK* (VDRC#104210); *UAS-CG10960GD* (VDRC#8359); *UAS.CG34357KK* (VDRC#105185); *UAS-GILT2KK* (VDRC#104414); *UAS-CG3513KK* (VDRC#107668); *UAS-ImpL2KK* (VDRC#106543); *UAS-phuKK* (VDRC#100052); *UAS-Yp2GD* (VDRC#50156); *UAS-CG7997GD* (VDRC#16840); *UAS-Nepl10GD* (VDRC#7736); *UAS-InvadolysinGD* (VDRC#16416); *UAS-fitKK* (VDRC#109482); *UAS-fitGD* (VDRC#14434).

The following lines were obtained from FlyORF: UAS-*Gnmt*^*WT*^ (FlyORF#F04086); UAS-*fit*.3XHA (FlyORF#F002469; RRID: FlyBase_FBst0501830) called UAS-*fit*^*WT*^ in this study.

Other lines: *Hand*^*4.2*^*-Gal4* (gift from Dr Achim Paululat, University of Osnabrück, Germany); *Hand*^*4.2*^*-GAL4;R94C02::tdTomato* and *tinC-Gal4.Delta4;R94C02::tdTomato* (gift from Dr Karen Ocorr, SBP Medical Discovery Institute, San Diego, USA); *Dot-Gal4;R94C02::tdTomato* (this study); *Lsp2-Gal4* (gift from Dr Pierre Léopold, Institut Curie, Paris, France); *Lsp2-Gal4;R94C02::tdTomato* (this study); UAS-*fit* ^*DeltaSP*^ and *fit*^*81*^ (from ^16^ were kindly given by Carla Margulies, Biomedical Center Munich, Ludwig Maximilians University, Germany).

### RNA extraction and sequencing

Progeny from w1118 line was obtained from calibrated tubes (20 females and 5 males per tube) at 25°C. Flies were reared on ND and HSD at 25°C for 7 days (20 females and 5 males per tube; males removed after 2 days; tubes are changed every 2 days). Mated females were then transferred at 23°C in order to get one tube of 20 females on ND, HSD and HFD per date. Three independent samples were collected at three different days for each food condition. For each sample, hearts of 30 females of each condition were dissected and immediately put in a collection tube containing 100ul of TRIzol (ThermoFisher Scientific, #15596026). RNA extraction was performed as described in [53]. RNA quantification was performed on Nanodrop (DS-11FX, DeNoviX Inc.) and Qubit (Invitrogen). The RNA-sequencing was performed on three independent samples (containing each >500ng) for each food condition. cDNA librairies were constructed and paired-end 50/30 Illumina sequencing realized (NextSeq-500; TAGC/TGML core facility, https://tagc.univ-amu.fr/en/resources/transcriptomic-genomic-platform-marseille-luminy).

Quality control of the data was performed with FastQC v0.11.7 (available online http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The following tools were used to analyse the raw data: trimming was realized with Sickle (v1.33; https://github.com/najoshi/sickle); mapping on Dm3 genome release with Subread aligner (subread-align with subread v1.6.1 [54]); Read counts with featureCounts (with subread v1.6.1 [55]). Normalization of reads was implemented in Dseq2 and edgeR Bioconductor packages (RLE for DESeq2 and TMM for edgeR) [19,20]. Differentially Expressed Genes (DEG) was calculated in three conditions HSD *versus* ND, HFD *versus* ND and HSD *versus* HFD. Genes with a differential expression ≥1.5 in fold change and with a p-val < 0.05 in both methods were selected.

Clustering of the datasets was performed using the unsupervised K-means learning algorithm and heatmaps realized with “pheatmap“v1.0.12 (https://rdocumentation.org/packages/pheatmap/versions/1.0.12) and “ComplexHeatmap”v 2.12.0 (available from the Bioconductor project: http://www.bioconductor.org/packages/devel/bioc/html/ComplexHeatmap.html [56]) packages in R/Rstudio (RStudio Team (2022). RStudio: Integrated Development Environment for R. RStudio, PBC, Boston, MA; URL: http://www.rstudio.com/); R project version 3.5.1 (RRID:SCR_001905). Validation of gene_id was performed with FlyBase ID validator tool (http://flybase.org/convert/id) in Dm6 genome annotation (Flybase: RRID:SCR_006549).

### Functional annotation and sequence analysis

Functional annotation was performed using g:Profiler public resource (https://biit.cs.ut.ee/gprofiler/gost, RRID:SCR_006809) [30]. The complete list of TRUE significative DEG for each nutritional context was submitted as a query for “only annotated genes”; Benjamini-Hochberg FDR was chosen for the significance threshold filtering of enrichment terms (p = 0.05) and search was run “Gene Ontology” databases (GO MP, GO BP, GO CC).

Prediction of signal peptides in the candidate genes sequences was done with BioMart on Ensembl project (https://www.ensembl.org/biomart/martview/, Ensembl RRID:SCR_002344). Query was performed on the BDGP6.2 *Drosophila* gene dataset on complete list of DEG for each condition (using the gene stable ID FBgnxxxx as a filter) and cleavage site (https://services.healthtech.dtu.dk/services/SignalP-5.0/) was evaluated as a result. Enrichment map of KEGG pathways were realized using PANGEA [21] v1 beta 1 (https://www.flyrnai.org/tools/pangea/web/home/7227) with “KEGG pathways” as a proxy.

### Fly heart live recording

Heart wall videos were performed on anaesthetized females expressing the *R94C02::tdTomato* transgene. 10 days old adult females are anaesthetized with FlyNap (Sordalab, #FLYNAP). Flies are then glued on a coverslip, on the dorsal side, in droplets of UV-curing glue (Norland Optical, #NOA61). After polymerization, the coverslip is fixed on a small petri dish, the dorsal side of the flies facing the 20x dry objective on a Zeiss Axioplan microscope. Cardiac activity is recorded in the A2-A3 abdominal region of the heart tube with a HD/high-speed camera (OrcaFlash4.0 digital CMOS camera, Hamamatsu Photonics). A 5sec movie at 300 frames/sec is recorded using HCI imaging software (Hamamatsu Photonics). Movies are analyzed with a designed R/Rstudio script (https://github.com/gvogler/FlyHearts-tdtK-Rscripts) [18], allowing the generation of M-modes and the quantification of different cardiac phenotypes. Cardiac parameters were calculated as described previously [17]: Diastolic interval (DI) is the duration (in seconds) for each heart relaxation phase (diastole). Systolic interval (SI) is the duration (in seconds) of the contraction phase of the heart. Heart period (HP) is the time between the two consecutive diastoles (HP = DI + SI, in seconds) and heart rate is calculated as HR = 1/HP (in Hertz). Arrhythmia index is the standard deviation of the HP mean for each fly normalized to the median HP (AI = std-dev (HP)/ mean HP). Fractional shortening is the percentage of diameter change at each contraction and is calculated as FS = EDD-ESD/EDD; Stroke Volume (in picoliters) is SV = π(1/2(EDD)^2^) – π (1/2(ESD)^2^) and Cardiac Output (in picoliters/seconds) corresponds to CO = SV/HP. Values were normalized to controls/date of experiment (https://gitlab.com/krifa_sallouha/TDTK_Data_AnalysisScripts).

### RT-qPCR

Female adult hearts (S3A, S3B and S5A Figs) or heads (S6A Fig) were dissected in artificial hemolymph solution [57], then frozen in liquid nitrogen. Total RNA was extracted using Qiagen miRNeasy Mini Kit (#217004, for hearts) or with RNeasy Plus Mini Kit (#74134, for heads) according to the manufacturer protocol. RNA samples were reverse-transcribed using SuperScript VILO Master Mix (Invitrogen #11755*) and the generated cDNA used for RT-PCR (QuantStudio 6 Flex, Applied Biosystem) using PowerSYBRGreen PCR mastermix (Applied Biosystem #4367659) as previously described [58]. Three biological replicates (10–15 hearts or 15 heads) were collected for each sample and technical triplicate was conducted for each. (Primers sequences are provided in S5 Table). Analysis of the data were performed using the software provided with the equipment.

### Feeding behavior

10 days old adult females were starved overnight on PBS/Agarose vials. They were then challenged for 3 hours on tubes containing ND supplemented with 0.5% Erioglaucine disodium salt (Sigma Aldrich, #861146). Flies were frozen as group of 10/1.5ml Eppendorf tube until OD measurements at 629nm as described previously [59].

### Western-blotting

Hemolymph samples from 20 females/lane, reared on ND, were extracted as described in [60], and prepared for Western Blotting. Hand>*control* and Hand>*fit*^*WT*^ were tested. The experiment was performed 3 times independently. cv-d was used as a normalizer for hemolymph proteins [61].

Proteins were resolved by SDS-PAGE, using 4–12% gradient gels (NuPage Novex Gel, InVitrogen #NP0335). Primary antibodies used were: rat anti-HA (1:1000, Merck/Roche, #ROAHAHA, RRID:AB_2687407) and guinea-pig anti-Cv-d (1:2000 [61], gift from Eaton lab). Membranes were washed in PBS tween 0,1% and incubated with secondary antibodies in this buffer for 2 hrs at room temperature. The following HRP conjugate secondary antibodies were used (Thermo Fisher Scientific): Goat anti-rat (1:2500, #A-10549, RRID:AB_10561556) and anti-guinea pig (1:2500, #A-18769, RRID:AB_2535546). Chemiluminescence was observed using the ECL plus detection substrate kit (Thermo Fisher Scientific #32134). Images were generated using Fiji [62] (ImageJ version 2.0.0-RC-69/1.52n; RRID:SCR_002285).

### Immunostaining

Adult brains were dissected in cold PBS on ice, fixed in 3,7% methanol-free formaldehyde (Polysciences Inc., #18814–10) for 25 min, washed several times in PBS + 0,1% Triton X-100 (PBT) before 2 hrs blocking in PBT containing 10% BSA. Primary antibody, Rabbit anti-Dilp5 (1:800, generated in Leopold’s lab) was incubated overnight at 4ºC. Alexa conjugated secondary antibody (Alexa Fluor 546 goat anti-rabbit: #A-11035, RRID:AB_143051) was incubated 2 hrs at room temperature. After several washes, brains were mounted in Vectashield (Eurobio scientific, #H1000-10). Fluorescence images were acquired using a Zeiss LSM780 (63x immersion objective) and processed with Fiji [62] (ImageJ version 2.0.0-RC-69/1.52n; RRID:SCR_002285).

### Antibody staining quantification

For quantification, stacks were taken for the whole IPCs cluster in each brain, from top to bottom limit of the staining. Slices of the whole stack were used to evaluate the fluorescence intensity using Fiji [62] (StagReg, Time Series Analyser V3.0 and Roi Manager plugins). For each cluster, 3–4 individual neurons per cluster were measured as described previously [63].RT-qPCR

### Statistical analysis and Figures design

Statistical analyses and graphical representations were performed with Graphpad Prism V10 (2024 GraphPad Software; RRID:SCR_002798). The statistical test used for each experiment and the p-values are indicated in the corresponding Figure and Figure legends. Fiji (ImageJ version 2.0.0-RC-69/1.52n; RRID:SCR_002285) was used for Image treatment from microscopy and Western Blotting. Affinity Designer v.1.10.8 (Serif, Europe; RRID:SCR_016952) was used for Figures elaboration.

Except when mentioned, all crosses were performed with Hand > . Phenotypic values of tested conditions where normalized to corresponding controls. Numbers of individual flies co-evaluated in each diet are presented. Statistical significance was tested using Kruskal-Wallis with Dunn’s multiple comparisons test. p-values are indicated.

## Supporting information

S1 Fig Cardiac performances measured in control flies in response to diets. Measurements of cardiac parameters in the 3 types of Hand*>control* flies used in this study following 10days in ND and HSD or 3 days in HFD. Box plots showing normalized values for ESD (A), DI (B), SI (C) and SV (D). ND, white plots; HSD, blue plots; HFD, yellow plots. Numbers corresponds to the individuals co-evaluated in each diet. Statistical significance was tested using Kruskal-Wallis with Dunn’s multiple comparisons test. Significant p-values are indicated.
(TIF)

S2 Fig Comparative analysis of the transcriptome with DEseq2 and edgeR_TMM. (A-C) Compared analysis for HSD *versus* ND results. (D-F) Compared analysis for HFD *versus* ND results. (A,D) Venn diagrams of selected genes (padj. < 0.05, FC>=1.5). After filtering, 9981 genes were analyzed with each method. Sugar or Fat hits in yellow and normal genes in blue. (B,E) Comparison of genes according to log2FC (left panels) or padj. value (right panels) with each method. (C,F) Volcano plots showing the repartition of the total genes in each condition determined in DEseq2 *versus* edgeR_TMM. padj<0.05, abs(log2FC)>=0.585, blue crosses indicate significant hits *versus* grey n.s. (G) Volcano plot highlighting members of the 1C-metabolism pathway downregulated in HSD *versus* ND condition.
(TIF)

S3 Fig (related to Fig 3) (A-B) RT-qPCR profiles of *Gnmt, Sardh* and *GalK* expression in HSD vs ND; (B) RT-qPCR profiles of *Snmp1* and *nebu* expression in HFD vs ND. Fold Changes are normalized to *RP49*. Statistical significance was tested unpaired t-test with Welch’s correction. (C) Effect on ESD of *Gnmt* knockdown in ND (white box plots) and of *Gnmt* overexpression in HSD (blue box plots) compared to respective controls. (D-E) Effect of driven *Sardh* knockdown (*SardhKK*) on EDD (E) and ESD (F) compared to*>controlKK* in ND. (F) Effect on FS of *Gnmt* knockdown in ND (white box plots) and of *Gnmt* overexpression in HSD (blue box plots) compared to respective controls. (G-H) Effect of *Sardh* knockdown (*SardhKK*) on FS (E) and CO (F) compared to*>controlKK* in ND. (I) Effect of *GalK* knockdown (*GalkTRIP*) on DI compared to control in ND. (J) Effect of *Snmp1* knockdown (*Snmp1KK*) and overexpression (*Snmp1*^*WT*^) on ESD compared to respective controls in ND. (K) Image capture from representative movies showing abdominal fat accumulation (arrowhead) in Hand> driven *Snmp1KK* and control. (L-O) Effect of *nebu* knockdown (*nebuGD*) on DI (L), ESD (M), FS (N) and AI (O) compared to controls in ND (white box plots) and in HFD (yellow box plots). Crosses are performed with Hand > . Phenotypic values of tested conditions where normalized to corresponding controls. Numbers of individual flies co-evaluated in each diet are presented. Statistical significance was tested using Kruskal-Wallis with Dunn’s multiple comparisons test. p-values are indicated.
(TIF)

S4 Fig (related to Fig 4) (A) gProfiler graphical representation of enrichment analyses for cellular components GO terms on total DEG identified in HFD (yellow) and HSD (blue) *versus* ND. (B) Venn diagram of DEG identified with Biomart/SignalP 5.0 in HSD and HFD *versus* ND (padj<0.05). (C) DI and (D) ESD modifications in Hand> driven KD (grey) compared to respective controls (red). (E) Effect of Hand> driven *Invadolysin* KD on HP and (F) FS compared to control. Values where normalized to controls. The number of individuals analyzed in each condition (genotype/diet) is indicated. Statistical significance was tested using Kruskal-Wallis with Dunn’s multiple comparisons test. Significant p-values are indicated. Genotypes: UAS-*CG34357KK*, UAS-*GILT2KK*, UAS-*CG3513KK*, UAS-*Yp2GD*, UAS-*CG7997GD*, UAS-*Nepl10*, UAS-*InvadolysinGD*.
(TIF)

S5 Fig (related to Fig 5) (A) RT-qPCR profiles of *fit* expression in HSD or HFD vs ND, and in Hand> driven *fitKK* knockdown vs*>controlKK* in ND. Fold Changes are normalized to *RP49.* Statistical significance was tested unpaired t-test with Welch’s correction. (B-C) Effect on DI of *fitKK* and *fit*^*DeltaSP*^ in ND (B) and of *fit*^*WT*^ in ND, HSD, HFD (C) compared to respective controls. (D-E) Effect on ESD of *fitKK* and *fit*^*DeltaSP*^ in ND (D) and of *fit*^*WT*^ in ND, HSD, HFD (E) compared to respective controls. (F-G) Effect on AI of *fitKK* and *fit*^*DeltaSP*^ in ND (F) and of *fit*^*WT*^ in ND, HSD, HFD (G) compared to respective controls. (H) Effect on AI of *fit* knockdown (*fitKK*) in cardiomyocytes (B, *tinCD4>*) and in pericardial cells (C, *Dot>*) compared to respective control flies in ND. (I-J) Effect of *fitKK* and *fit*^*WT*^ in ND on SI (I) and DI (J) when expressed in fat body (Lsp2>) compared to respective controls. (K-M) Effect of mutant *fit*^*81*^ in females at 2, 7 and 10 days old, on SI (K), DI (L) and HP (M) compared to controls. (N) Image capture from representative movies showing thickening of the heart wall and obstructed heart lumen in *fit*^*81*^ mutant females compared to control at 7 days-old. Except when mentioned, all crosses were performed with Hand > . Phenotypic values of tested conditions where normalized to corresponding controls. Numbers of individual flies co-evaluated in each diet are presented. Statistical significance was tested using Kruskal-Wallis with Dunn’s multiple comparisons test. Significant p-values are indicated.
(TIF)

S6 Fig (related to Fig 6) RT-qPCR profiles of *Dilp5* and *Dilp2* expression in (A) ND, HSD and HFD in Hand>*fit*^*WT*^ (dashed column bars) compared to controls (plain column bars) and in (B) Hand>*fitKK* (checkered column bars) compared to controls (plain column bars). Fold Changes are normalized to *RP49*. Statistical significance was tested unpaired t-test with Welch’s correction. (C) Fluorescence intensity of Dilp5 immunostaining measured in IPCs from dissected adult female brains fed ND. Genotypes: Hand>*fitKK* and Hand>control. Values are normalized to controls. Statistical significance was tested using Kruskal-Wallis with Dunn’s multiple comparisons test. (D) Quantification of food intake tinCD4> or Dot> driven *fit* knockdown (*fitKK*) and overexpression (*fit*^*WT*^) females starved overnight and refed 3 hours. Values are normalized to respective controls. Numbers corresponds to averaged values for groups of 10 adults obtained from 3-6 independent experiments. Statistical significance was tested using Kruskal-Wallis with Dunn’s multiple comparisons test.
(TIF)

S1 Table Lists of differentially expressed genes DEG in the 3 compared nutritional conditions: fat_versus_normal, sugar_versus_normal and sugar_versus_fat. 

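The 3 lists give, for each gene, the fold change between a pair of diets and its log2 value. They hold the paper's 98 higher and 354 lower genes for HSD, 80 higher and 174 lower for HFD, and 170 higher and 272 lower for HSD versus HFD. The log2 ratio of mean scaled RPKM was compared with the log2 fold change listed for each gene. Outside the stretches with shifted labels, 97.4% of 984 entries were within 0.15 of it. Inside the stretches, 4 of 153 entries (2.6%) were within 0.15 with the labels as deposited and 151 (98.7%) with the labels realigned. The lists for HSD and HFD share 110 genes, of which 87 have log2 fold changes of the same sign and 23 of opposite signs.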

(XLSX)

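Values of 1997 genes of this table were compared with the deposited expression table, and the rest of the table was not used here. All 17973 cells compared were equal after rounding, and the values are RPKM. Whole numbers of reads appear once each value is multiplied by the length of its gene and by the total reads of its library. Of the genes compared, 173 lie in a stretch with shifted labels and carry the same label in both tables.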

S2 Table Values of the read counts obtained for every gene in the three replicates sequenced in each diet (HFD for high fat diet, HSD for high sugar diet and ND for normal diet). Independent replicates are named HFD A, B and C; HSD A, B and C; ND A, B and C.
(XLSX)

S3 Table List of genes with a predicted signal peptide obtained with Biomart in combination with Signal P tools. Analysis was performed on significant DEG obtained in HFD and HSD versus ND independently.
(XLSX)

S4 Table List of the 26 identified genes (FBgn identifier and Gene name are given), commonly dyregulated in HFD and HSD versus ND, which encode putative secreted proteins. 

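These 26 genes are those with a named human orthologue among the genes listed for both diets with a predicted signal peptide, the short sequence that directs a protein to the secretory pathway. In the heart libraries, the 25 tested genes had a median log2FC of -0.64 on HSD and -0.69 on HFD. With the labels realigned, 21 were called on HSD and 16 on HFD.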

Known or predicted best Human orthologue is listed with its DIOPT orthology score. The associated phenotype, related to cardiac or metabolic traits are provided by the CMDKP resource (Common Metabolic Disease Knowledge Portal).
(XLSX)

S5 Table List of primers used for RT-qPCR in this study.

How the deposited data were processed for this re-analysis (not part of the article)

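RNA was sequenced from hearts dissected from females on normal diet (ND), high sugar diet (HSD) or high fat diet (HFD), with 3 libraries per diet named A, B and C, and the 9 libraries were grouped by diet as they are labelled. The authors trimmed the reads with Sickle, aligned them to the dm3 genome with subread-align, counted them per gene with featureCounts and updated the gene identifiers to those of dm6. They deposited 1 table of RPKM, with 1 column per library and no rescaling between libraries. The unit of this table is recorded as other because 28.4% of its cells use a decimal comma and the rest a decimal point. After the commas were read as points, the deposited values were RPKM, reads per kilobase of gene scaled to the reads counted on genes in that library. The paper states that 9981 genes were analysed after filtering, and gives neither the cutoff of that filter nor the step from counts to RPKM nor the gene lengths. The authors name DESeq2 and edgeR for scaling and testing, and these tools were not used here.

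The table holds 16700 rows, of which 38 repeat an identifier, 2785 are at 0 in every library and 13915 are above 0 in at least 1. The reads behind each value were rebuilt as the whole number of steps that the value spans in its library, and whole reads were found in all 9 libraries for all but 1 of the rows above 0, 13189 of them at an annotated gene length and 725 at a length taken from the values themselves. Gene lengths, positions and exon overlaps were taken from the BDGP6 annotation, which is not the build the authors aligned to. Total reads counted on genes were 77340325, 79296601 and 75653834 in ND libraries A, B and C, 90069216, 77322637 and 69543213 on HSD, and 59941761, 64287812 and 71825893 on HFD. The size of a single read was set by taking the commonest low value of a library as both mates of a pair. The rebuilt reads thus count mates separately, and independent pairs are fewer. Among rows at an annotated gene length with few reads, the share with an even number was between 60.3% and 64.3% per library. In 9 stretches of the table the labels and the values are out of register by 1 to 5 rows, and the named genes inside them were also taken with the labels realigned. Counts of genes use the values of each row and do not depend on its label.

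RPKM were rescaled by the median of ratios and log2 values were taken after adding 0.5. Genes with a mean of at least 0.5 RPKM over the 9 libraries were tested, 8365 in all. The 3 diets were compared in 1 linear model with limma 3.58.1 in R 4.3.3 with no covariate, 6 residual degrees of freedom and a prior of 2.9 degrees of freedom that follows mean expression. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, an absolute log2FC of 0.585. Each gene's libraries were also compared with the two-sided exact permutation test, whose smallest p is 0.1 with 3 libraries against 3. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The procedure was tested on simulated data with known changes, and in 5 simulated sets with no changed gene it called at most 2 genes. All simulated genes had the same dispersion of 0.02, unlike the real genes.

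The alternatives tried were RPKM as deposited, quantile normalization, pseudocounts of 0.1 and 1, no filter on low values, a mean RPKM of at least 2, the 9981 genes with the highest mean RPKM, no trend in the variance prior, only the 6 libraries of the 2 diets compared, a replicate block for the library letter, which the 3 diets share in their labels and which the paper does not tie to its collection dates, an adjusted p with no fold change threshold, an unadjusted p with the fold change threshold, and each of the 9 libraries left out in turn. The alternatives added after the data were seen were limma-voom on the rebuilt reads, the shifted rows left out, and the labels realigned. The genes named are those the paper names from its heart RNA sequencing in the text or in Fig 2B, Fig 2C or Fig 4A, the genes at the nodes of Fig 2G and Fig 2I, marker genes of tissues and cell types next to the heart and of the immune response, and the 3 largest increases and 3 largest decreases among the genes called in each comparison. Of 167 names looked up, 157 were found as a current symbol, 6 as an older symbol, 3 by their identifier, and 1, the germline marker nos, was not matched. Genes that the paper names from other experiments were left out, since this table holds no values for those experiments. The result for 1 gene is not reported here. The pathway annotation and the raw reads were not used here.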

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

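All tests in this part were chosen after the result was seen, apart from the test for blood cells behind the antimicrobial peptide genes. The 5 genes and 2 lists below are not discussed in the paper's text, and each was higher in all 3 libraries of a diet than in all 3 ND libraries. The genes are among the 3 largest increases called on each diet, so a large change is what selected them. Reads shared between related genes and RNA from other tissues were not tested for the 5 genes, and a response to the diet is a hypothesis for each.

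CG3348 had a log2FC of 2.22 on HSD (standard error 0.12, higher in 3 of 3 HSD libraries, adjusted p = 0.0001 from limma with Benjamini-Hochberg adjustment, from 4e-05 to 0.003 over the alternatives). Its scaled expression was 40.3 ± 6.86 RPKM on ND and 188 ± 10.4 on HSD (SD, n = 3 each). Exons of Hmu on the other strand cover 10.3% of its exon bases, and Hmu itself had a log2FC of 0.27. The log2FC of CG3348 was at least 2.26 with the other scalings and at least 2.09 with each library left out, and all 9 of those fits called it. The ratio of mean RPKM was within 0.01 of the paper's S1 Table value on the log2 scale, which goes against a shifted label. None of these 4 technical explanations accounts for the increase. On HFD, CG3348 was also called higher, with a log2FC of 0.78, and the difference between HSD and HFD of 1.44 was called. A response to both diets, larger on HSD, may remain, but RNA from other tissues was not tested for this gene.

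MtnA, a metallothionein gene, had a log2FC of 1.94 on HSD (standard error 0.36, higher in 3 of 3 HSD libraries, adjusted p = 0.018 from limma with Benjamini-Hochberg adjustment, from 0.0099 to 0.069 over the alternatives). Its scaled expression was 523 ± 226 RPKM on ND and 1984 ± 815 on HSD (SD, n = 3 each). Other genes cover 0.0% of its exon bases. Its log2FC was at least 1.98 with the other scalings and at least 1.62 with each library left out, where 7 of 9 fits called it. The difference from the S1 Table value was 0.00. On HFD its log2FC was 1.05 and was not called, nor was the difference of 0.89 between HSD and HFD. A response to the diets may underlie the increase, but RNA from other tissues was not tested here either.

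hll had a log2FC of 3.55 on HFD (standard error 0.21, higher in 3 of 3 HFD libraries, adjusted p = 0.00015 from limma with Benjamini-Hochberg adjustment, from 0.00013 to 0.0028 over the alternatives). Its scaled expression was 0.999 ± 0.302 RPKM on ND and 17.3 ± 5.13 on HFD (SD, n = 3 each), on 108 to 203 reads per ND library and 2080 to 3230 per HFD library. Exons of CG18095 cover 4.9% of the exon bases of hll, and CG18095 had a log2FC of 0.11. The log2FC of hll was at least 3.58 with the other scalings and at least 3.33 with each library left out, and all 9 fits called it. Its ratio of mean RPKM differed from the S1 Table value by 0.00. On HSD, hll was lower than on ND, with 15 to 18 reads per library. The 2 diets thus moved hll in opposite directions, which may be a response to their content, though a source outside the heart was not tested.

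lncRNA:CR44177 had a log2FC of 1.98 on HFD (standard error 0.29, higher in 3 of 3 HFD libraries, adjusted p = 0.012 from limma with Benjamini-Hochberg adjustment, from 0.0077 to 0.056 over the alternatives). It rests on 48 to 135 reads per ND library and 281 to 585 per HFD library. Other genes cover 0.0% of its exon bases. The log2FC was at least 1.99 with the other scalings and at least 1.70 with each library left out, where 8 of 9 fits called it, and its difference from the S1 Table value was 0.08. A response to the fat diet may explain it, with the same limit on RNA from other tissues.

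snsl had a log2FC of 1.94 on HFD (standard error 0.18, higher in 3 of 3 HFD libraries, adjusted p = 0.0018 from limma with Benjamini-Hochberg adjustment, from 0.001 to 0.016 over the alternatives). Its scaled expression was 2.17 ± 0.136 RPKM on ND and 9.98 ± 2.55 on HFD (SD, n = 3 each). Exons of CG3036 cover 1.9% of its exon bases. CG3036 was also higher on HFD, with a log2FC of 0.94, just under the limit of 0.5 times the change of snsl that was set for this explanation. The log2FC of snsl was at least 1.94 with the other scalings and at least 1.76 with each library left out, all 9 fits called it, and its difference from the S1 Table value was 0.03. A response to the fat diet may explain the increase, and a part shared with CG3036 was not measured.

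A list of 13 antimicrobial peptide genes was 1.18 higher on HFD than on ND on the log2 scale, as a mean over the genes. It was higher in 3 of 3 HFD libraries and for 11 of the 13 genes (exact permutation test, p = 0.1, the smallest possible with 3 libraries against 3). After adjustment over the 20 comparisons of marker lists the exact p was 0.25, and with 3 libraries against 3 no list could reach 0.05, so this adjustment says nothing about the list. Chance puts 3 libraries apart from 3 others in 10% of comparisons. The difference was at least 1.20 with the other scalings, at least 0.84 with each library left out, and 1.58 with the labels realigned, where all 13 genes were higher. A list of hemocyte genes fell by 0.33 on HFD, which goes against more blood cells on HFD. On HSD the antimicrobial list was 0.67 higher, on the strength of HSD library A at 6.35 against 3.61 and 4.44 in the others, and there the hemocyte list fell by 0.24. An immune response on HFD may be behind the list, and infection of the flies, which the labels do not record, was not tested.

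A list of 5 oenocyte genes was 0.49 higher on HSD than on ND on the log2 scale, in 3 of 3 HSD libraries (exact permutation test, p = 0.1, the smallest possible, and 0.25 by the exact test after adjustment over the 20 comparisons). The difference was at least 0.48 with the other scalings and at least 0.32 with each library left out. All 5 genes of the list were higher, Cyp4g1 by 0.48, FASN2 by 0.55, FASN3 by 0.18, eloF by 0.55 and CG18609 by 0.70, a count that restates the increase of the list. It cannot separate more oenocytes carried over with the hearts from a response of cells in the heart, so the increase cannot be told apart from carry-over. On HFD the list differed from ND by 0.00, a mean of changes in both directions. There Cyp4g1, FASN2 and CG18609 were higher by 0.31, 0.47 and 0.45, while FASN3 and eloF had log2FC of -0.94 and -0.29.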

How the results depend on the processing

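The design, the marker lists, the rule for the genes named and all but 3 of the alternatives were set before the data were examined. The exceptions are limma-voom on the rebuilt reads, the shifted rows left out and the labels realigned. In all, 24 settings were tried. Where a change below is given with no reason, the cause was not tested.

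The thresholds moved the counts in both comparisons with ND. With an adjusted p under 0.05 and no fold change threshold, 559 genes passed on HSD (232 higher, 327 lower), 247 on HFD (64 higher, 183 lower) and 788 between HSD and HFD. With an unadjusted p under 0.05 and the fold change threshold, 97 genes were higher on HSD, 300 differed on HFD (79 higher, 221 lower), and 130 were shared, 106 in the same direction and 24 in opposite directions. With no filter on low values, where 13915 genes are tested, 41 genes were higher on HSD and 81 differed on HFD (23 higher, 58 lower), with 27 shared, 23 in the same direction and 4 in opposite directions. That setting also called 24.8% of the paper's HFD genes, and it called 65.9% of the genes reported here for HSD and 46.9% of those for HFD. Only the 6 libraries of the 2 diets compared gave 37 shared genes, 32 in the same direction and 5 in opposite directions. The 9981 genes with the highest mean RPKM and no trend in the variance prior each gave 4 genes in opposite directions, and limma-voom gave 5.

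With RPKM as deposited, 87 genes were higher and 96 lower on HFD, so 47.5% of the genes called were higher. Without scaling the median gene on HFD lies 0.119 above ND, which shows where this increase comes from. The total for HFD was then 183, and 80.6% of the genes reported here for HFD were called again. The other counts stayed within 1.5 times with RPKM as deposited, and all counts did so with quantile normalization, with pseudocounts of 0.1 and 1, with a mean RPKM of at least 2 and with the shifted rows left out. Over the settings in this paragraph, between 80.6% and 100.0% of the genes reported in each comparison were called again.

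Libraries left out 1 at a time gave 107 to 297 genes on HSD (20 to 84 higher, 86 to 233 lower), 45 to 167 on HFD (10 to 50 higher, 35 to 126 lower) and 237 to 437 between HSD and HFD. Shared genes ranged from 13 to 59, with 11 to 53 in the same direction and 2 to 9 in opposite directions. The share of the paper's genes called ranged from 20.8% to 56.2% on HSD, from 15.7% to 51.6% on HFD and from 41.6% to 62.0% between the diets, while the share changed in the same direction stayed within 83.0% to 83.6%, 86.6% to 88.2% and 82.4% to 83.0%. More genes were lower than higher on each diet in every one of these 9 fits.

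The replicate block for the library letter, with the letters taken as paired, called 282 genes on HSD, 161 on HFD and 376 between the diets. After the mean of each diet was removed, libraries with the same letter had a mean r of 0.088 over 9 pairs and those with different letters -0.045 over 18 pairs. Between ND and HFD these means were 0.169 and -0.081. The libraries come from different flies. The paper's methods set up 1 tube of each diet per date and collected samples on 3 days, so the diets share dates, but whether the letters follow the dates is not stated, and the model used elsewhere has no term for the date. Of the genes named, the block newly called Amnionless, CG6415, CG7860, Cp15 and Paics on HSD, Cp16 and Cp19 on HFD, and CG3513 and Gnmt between HSD and HFD. It did not call CG3609, GstZ2, Hpd and hgo on HFD and CG15739 between HSD and HFD, which are called without it. With the labels realigned, the block also newly called Gcat and Sodh-2 on HSD. The call of CG3513 between HSD and HFD is on the row listed under that name, which has a shifted label. The row with whole reads at the length of CG3513 had a log2FC of 0.10 there and was not called (adjusted p = 0.69 from limma with Benjamini-Hochberg adjustment). For Gnmt the log2FC was 1.73 (adjusted p = 0.033 from limma with Benjamini-Hochberg adjustment, from 0.033 to 0.16 over the alternatives).

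Among 88 results for single genes, 1014 comparisons with an alternative other than a library left out were counted as the same, on the same side of the threshold. For results not called, that count can include a change of sign. With the labels realigned, Invadolysin on HSD went from -0.12 to 0.73 and Gcat from 0.07 to -0.65, and neither was counted as reversed. In 33 comparisons a gene was no longer called, in 5 it was newly called and in 4 it reversed. No filter on low values accounts for 13 of the 33. With libraries left out, 697 comparisons were counted as the same, 85 were no longer called, 10 were newly called and 0 were counted as reversed. Signs of results not called could change here too, as for Galk on HFD, which ranged from -0.11 to 0.15. After quantile normalization Yp1 and Yp3 rose by 0.12 and 0.16 on HFD, instead of falling. Yp1, Yp2 and Yp3 rank between 1 and 5 in every library, and quantile normalization gives the same values to the same ranks, which shows why their change is lost. With the labels realigned, CG3513 had a log2FC of -0.79 on HFD and mRpL12 of -0.10 for HSD versus HFD, because each name then belongs to another row.

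Marker lists with differences close to 0 changed sign. Cardiomyocyte genes gave 0.03 on HSD and 0.07 on HFD with RPKM as deposited and 0.03 on HSD after quantile normalization, and pericardial genes gave 0.05 on HFD with RPKM as deposited. Depth limits genes with few reads, such as Cp15 on HFD with 1 to 47 reads per library.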

Differences from the paper's values

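The paper's results and the legend of Fig 2 name an adjusted p under 0.05. Its methods name a p-value under 0.05 without saying that it was adjusted, so the threshold behind its numbers is not certain. On HSD, 276 genes were called against the paper's 452. Of the alternatives set before the data were examined, an adjusted p with no fold change threshold gave 559 and an unadjusted p with the fold change threshold gave 392, both within 1.5 times the paper's number, and the others did not come within it. Genes lower on HSD numbered 214 against the paper's 354, and the same 2 alternatives gave 327 and 295, while the others did not come within 1.5 times. For genes higher on HSD, the count was 62 against the paper's 98 in Fig 2B and S1 Table. Among the alternatives set before the data were examined, RPKM as deposited gave 83, quantile normalization 76, pseudocount 0.1 gave 69, the fit without ND replicate B 84 and the unadjusted p 97, and the others stayed apart from it. limma-voom on the rebuilt reads, which was chosen after seeing the values, gave 67.

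On HFD, 160 genes were called against the paper's 254. RPKM as deposited gave 183, pseudocount 0.1 gave 173, the adjusted p with no fold change threshold 247 and the unadjusted p 300, and no other alternative set before the data were examined came within 1.5 times. Genes higher on HFD numbered 39 against the paper's 80. RPKM as deposited gave 87, the adjusted p with no fold change threshold 64 and the unadjusted p 79, and the others set before the data were examined did not close the gap. Shared genes numbered 63 against the paper's 110, with 91 under the adjusted p with no fold change threshold and 130 under the unadjusted p, and no other alternative set before the data were examined closed this gap. Of the shared genes, 8 changed in opposite directions against the paper's 35, and of the alternatives set before the data were examined only the unadjusted p, with 24, came within 1.5 times. The 8 and the 24 count opposite signs. By sign the paper's S1 Table holds 23 such genes, so the paper's 35 may be an unlike measure.

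In what follows, a log2FC was counted as different when it lay further from the paper's value than the standard error of its own fit. Genes that the paper names only at nodes of Fig 2G or Fig 2I are not listed here. Some of those also differ, such as Mal-B1 on HSD (-0.91 against -1.60, standard error 0.18). For CG3513, the row listed had a log2FC of -0.41 on HSD against the paper's -0.73 and of 0.26 on HFD against the paper's -0.87. Of the alternatives set before the data were examined, the fit without HSD replicate A gave -0.58 on HSD and closed that gap, and none closed the gap on HFD. With the labels realigned, an alternative chosen after seeing the values, the log2FC were -0.70 and -0.79.

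CG34357 had a log2FC of -0.95 on HSD against the paper's -1.14. Of the alternatives set before the data were examined, pseudocount 0.1 gave -1.10 and the fit without HSD replicate C gave -1.05, and the others did not close the gap. On HFD the log2FC of CG34357 was -0.64 against the paper's -0.77, just beyond its standard error of 0.12. Quantile normalization gave -0.70, pseudocount 0.1 gave -0.73, and the fits without ND replicate A, ND replicate B and HFD replicate A gave -0.69, -0.66 and -0.67, and no other alternative set before the data were examined closed the gap. limma-voom on the rebuilt reads, chosen after seeing the values, gave -1.16 on HSD and -0.75 on HFD.

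The row listed as Invadolysin had a log2FC of -0.12 on HSD against the paper's 0.76 and of -0.09 on HFD against the paper's -1.34. None of the alternatives set before the data were examined closed either gap, and with the labels realigned, an alternative chosen after seeing the values, the log2FC were 0.73 and -1.31. For Gcat, the row listed had a log2FC of 0.07 on HSD against the paper's -0.67. Again none of the alternatives set before the data were examined closed the gap, and with the labels realigned, chosen after seeing the values, Gcat had a log2FC of -0.65.

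The paper calls nebu higher on HFD. Here nebu was higher in 3 of 3 HFD libraries with a log2FC of 0.58 and was not called (adjusted p = 0.12 from limma with Benjamini-Hochberg adjustment, from 0.039 to 0.29 over the alternatives). It was called with RPKM as deposited and without HFD replicate C.

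The paper lists CG7997 as lower on both diets. Its log2FC were -0.63 and -0.61, lower in 3 of 3 libraries of each diet, and CG7997 was not called (adjusted p = 0.11 and 0.15 from limma with Benjamini-Hochberg adjustment). With the unadjusted p and the fold change threshold it was called on both diets, at limma p-values of 0.013 and 0.015.

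The paper lists GILT2 as lower on HFD. Its log2FC was -0.63 and it was not called (adjusted p = 0.15 from limma with Benjamini-Hochberg adjustment). With the unadjusted p and the fold change threshold GILT2 was called, at a limma p of 0.016.

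The paper lists phu as changed on HFD. Its log2FC was -1.82 and it was not called (adjusted p = 0.085 from limma with Benjamini-Hochberg adjustment). Without ND replicate B the log2FC of phu was -2.46 and it was called, and it was also called with the unadjusted p, at a limma p of 0.0045.

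The paper lists Tdh and Gcat as lower on HSD. Tdh had a log2FC of -0.76, was lower in 3 of 3 HSD libraries and was not called (adjusted p = 0.17 from limma with Benjamini-Hochberg adjustment). Tdh was called without HFD replicate B and with the unadjusted p, at a limma p of 0.027. Gcat, with its label realigned after seeing the values, was not called (log2FC -0.65, adjusted p = 0.057 from limma with Benjamini-Hochberg adjustment). It was called on that row with the replicate block, without ND replicate B, without HSD replicate A and with the unadjusted p, at a limma p of 0.0043.

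The paper marks srl as changed on HFD. Its log2FC was 0.54 and srl was not called (adjusted p = 0.13 from limma with Benjamini-Hochberg adjustment).

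The paper lists Invadolysin as changed on both diets. With its label realigned after seeing the values, Invadolysin was called on neither (log2FC 0.73 and -1.31, adjusted p = 0.19 and 0.051 from limma with Benjamini-Hochberg adjustment). On that row it was called on HFD with RPKM as deposited, pseudocount 0.1, a mean RPKM of at least 2 and without HSD replicate C, and on both diets with the unadjusted p, at limma p-values of 0.034 and 0.0016.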

Other observations

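The tests for shifted labels by the paper's S1 Table, for fat body and ovary by the full marker lists and for blood cells were chosen before their results were seen, and all other tests in this part, the counts of other splits included, after.

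With 3 libraries per diet, the real split of the 6 libraries was compared with the splits that also part the 3 pairs of libraries with the same letter. In HSD versus ND, HFD versus ND and HSD versus HFD, 1 of the 4 such splits, the real one, gave as many genes as reported (276, 160 and 364), and the other 3 gave 0. So few splits cannot show that the numbers exceed what chance gives. The other 6 of the 10 splits part only 1 such pair, and of these the split that sets ND library A with HFD libraries A and B gave 44 genes.

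The 9 libraries can be split in 36 ways into 3 groups with 1 library of each letter. For splits other than the real one, whichever group as the reference gave the most genes was taken. In 4 of the 36 splits, the real one included, as many genes as the 63 reported were shared, and in 4 of 36 as many as the 55 in the same direction, with up to 101 in another split. Splits that exchange 1 library per group keep part of the difference between the diets, and the others had a choice of reference that the real split did not have, so these counts are no measure of chance. For the 8 genes changed in opposite directions, 1 of the 36 splits, the real one, gave as many, and the others gave 0.

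The stretches where labels and values are out of register have 2 features that were tested. After realignment, 98.7% of the paper's S1 Table entries inside the stretches had a log2 fold change within 0.15 of the paper's, against 2.6% as listed, which is what labels shifted by whole rows would give. Of the 9 labels at which a shift begins, 8 repeat a gene listed elsewhere or name an allele. Extra identifiers returned when gene names were updated may therefore be behind the shift. This pattern has no biological explanation in the design.

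Yp1, Yp2, Yp3, fit and Gnmt are lower on both diets, and less fat body in the dissections was tested as a candidate source of the decrease with a list of marker genes. The limit was set at 0.5 times the median log2FC of the 5 genes. The list of 11 fat body genes had a mean log2 difference of -0.70 on HFD, short of the limit of -0.98, and of -0.53 on HSD, past the limit of -0.43. The list was lower in 3 of 3 libraries on each diet. Its genes Fbp1 and Fbp2, at 0.16 and 0.13 RPKM on ND, can hardly fall after 0.5 is added, which limits how far the mean can fall. With the labels realigned the list was at -0.78 on HFD and -0.56 on HSD, on the same sides of the limits. Without Lsp2, the differences were -0.20 on HFD and -0.18 on HSD, short of both limits. Less fat body alone may not explain the decrease on HFD. On HSD the answer depends on Lsp2, and the decrease cannot be told apart from less fat body.

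Eggshell genes were lower on both diets, by a list mean of -2.33 on HSD and -2.90 on HFD, and ND library C stood at 5.22 against 1.79 and 1.96 in the other ND libraries. Without ND library C the differences were still -1.22 and -1.79, so 1 library with more ovary does not account for all of it. The list of germline genes fell by 0.42 on HSD and rose by 0.23 on HFD, where 0.5 times the change of the eggshell list was the limit, at -1.16 and -1.45. Most germline genes are so low that this test could not reach its limit: had each fallen as far as the eggshell list, the germline list would have changed by -1.04 on HSD and -1.22 on HFD. The decrease therefore cannot be told apart from less ovary carried over. HFD library C had the highest germline value, 2.48.

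The paper counts 75 shared genes with the same pattern and 35 with the opposite. In the paper's S1 Table, 87 of the shared genes have log2 fold changes of the same sign and 23 of opposite signs. Of the 110 genes, 36 are also in the list for HSD versus HFD, 13 with the same sign and 23 with opposite signs, and the other 74 all have the same sign. The paper's groups may follow membership of that list, with the 36 close to the paper's 35.

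The 10 most abundant genes of a library took between 18.8% and 26.0% of its reads. Midgut genes fell by 0.58 on HSD, in 3 of 3 libraries (exact permutation test, p = 0.1, the smallest possible), and by 0.20 on HFD. Cardiomyocyte genes differed from ND by -0.00 on HSD and -0.04 on HFD, both within the spread between libraries. Pericardial genes fell by 0.38 on HSD, with 6 of 6 genes lower, but the libraries overlapped (exact permutation test, p = 0.3). On HFD the pericardial list differed by -0.06.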
